# A *Drosophila *systems model of pentylenetetrazole induced locomotor plasticity responsive to antiepileptic drugs

**DOI:** 10.1186/1752-0509-3-11

**Published:** 2009-01-21

**Authors:** Farhan Mohammad, Priyanka Singh, Abhay Sharma

## Abstract

**Background:**

Rodent kindling induced by PTZ is a widely used model of epileptogenesis and AED testing. Overlapping pathophysiological mechanisms may underlie epileptogenesis and other neuropsychiatric conditions. Besides epilepsy, AEDs are widely used in treating various neuropsychiatric disorders. Mechanisms of AEDs' long term action in these disorders are poorly understood. We describe here a *Drosophila *systems model of PTZ induced locomotor plasticity that is responsive to AEDs.

**Results:**

We empirically determined a regime in which seven days of PTZ treatment and seven days of subsequent PTZ discontinuation respectively cause a decrease and an increase in climbing speed of *Drosophila *adults. Concomitant treatment with NaVP and LEV, not ETH, GBP and VGB, suppressed the development of locomotor deficit at the end of chronic PTZ phase. Concomitant LEV also ameliorated locomotor alteration that develops after PTZ withdrawal. Time series of microarray expression profiles of heads of flies treated with PTZ for 12 hrs (beginning phase), two days (latent phase) and seven days (behaviorally expressive phase) showed only down-, not up-, regulation of genes; expression of 23, 2439 and 265 genes were downregulated, in that order. GO biological process enrichment analysis showed downregulation of transcription, neuron morphogenesis during differentiation, synaptic transmission, regulation of neurotransmitter levels, neurogenesis, axonogenesis, protein modification, axon guidance, actin filament organization etc. in the latent phase and of glutamate metabolism, cell communication etc. in the expressive phase. Proteomic interactome based analysis provided further directionality to these events. Pathway overrepresentation analysis showed enrichment of Wnt signaling and other associated pathways in genes downregulated by PTZ. Mining of available transcriptomic and proteomic data pertaining to established rodent models of epilepsy and human epileptic patients showed overrepresentation of epilepsy associated genes in our PTZ regulated set.

**Conclusion:**

Systems biology ultimately aims at delineating and comprehending the functioning of complex biological systems in such details that predictive models of human diseases could be developed. Due to immense complexity of higher organisms, systems biology approaches are however currently focused on simpler organisms. Amenable to modeling, our model offers a unique opportunity to further dissect epileptogenesis-like plasticity and to unravel mechanisms of long-term action of AEDs relevant in neuropsychiatric disorders.

## Background

Epileptogenesis is poorly understood in cellular and molecular terms [1,2]. A systems level understanding of epileptogenesis – a network problem that may involve molecular, structural, and functional alterations in the brain – is expected to facilitate development of novel antiepileptogenic, disease-modifying, and neuroprotective agents [3]. Besides epilepsy, AEDs are also used in treating various other neurological and psychiatric conditions [4-6]. Overlapping pathophysiological mechanisms may underlie epilepsy and these other nonepileptic conditions [4,7]. Kindling is a model of brain plasticity in which recurrent activation of neural pathways results in an increased susceptibility to evoked seizures that ultimately progresses to spontaneous seizures [8]. Kindling in rodents is widely used to model epileptogenesis [1,2] – process whereby structural and functional changes occur following an insult that in some cases result in epilepsy and processes that contribute to the progression observed in some epilepsies including post-seizure cognitive and emotional deficits – and to test AEDs [9-13]. Not surprisingly, kindling-like phenomena is also considered relevant in various neuropsychiatric conditions [14-16]. Only a limited understanding exists at present as to how the initial electrographic seizure-induced changes in synaptic transmission and gene expression relate to permanent alteration in brain function induced by kindling [17].

Seizure in *Drosophila *and man have several similarities, and the utility of the fruit fly as a genetic model system for studying human seizure disorders and seizure-susceptibility has clearly been demonstrated [18-23]. *Drosophila *system has also been found useful in anticonvulsant drug screening and drug target identification [24-27]. The ultimate goal of systems biology is to delineate and to comprehend the functioning of complex biological systems in such details that predictive models of human diseases could be developed [28]. However, due to immense complexity of higher organisms, systems biology approaches are currently focused on developing simple organisms as integrative models [29,30]. For example, inherent complexity of mammalian brain however does not render the available rodent epilepsy models as amenable to systems modeling [3]. Given the above, we selected *Drosophila *for developing a first *ab initio *systems level model of brain plasticity that might be relevant in understanding mechanisms underlying epileptogenesis and AEDs' long-term therapeutic action in these neuropsychiatric conditions.

Rodent kindling induced by PTZ is the most popular pharmacologically induced kindling model that provides an acceptable approach for quantifying epileptogenesis and for testing AEDs [31]. In rodents, PTZ kindling is induced by repeated injection of a subconvulsant dose of the GABA antagonist over several weeks, resulting in partially and fully kindled animals with the latter group showing clonic-tonic seizures; once kindled, the state of behavioral hyperexcitability persists for up to several weeks after discontinuation of chemoconvulsant treatment [14,32]. Increased seizure susceptibility is known to occur via excitatory GABAergic signaling in *Drosophila *[19]. Moreover, chronic exposure to PTZ, a GABA antagonist, has been reported to cause seizure phenotypes in *Drosophila *larvae [21]. We thus selected PTZ for systems modeling. Altered locomotor activity is one of the kindling and postkindling behavior in rats and mice [33,34]. Also, seizure-like activity in *Drosophila *adults is known to be associated with loss of motor coordination, and altered locomotor activities [35]. Locomotor activity is a complex behavior and different neural systems may influence it in fly [36]. Locomotor behavior of *Drosophila *adults is used to model neuropsychiatric conditions [37]. Given the above, we selected *Drosophila *adults and focused on developing a locomotor behavior based model.

## Methods

### Fly culture and harvesting

*D. melanogaster *wild type Oregon-R strain was used. Routine cultures were maintained at 24 + 1°C, 60% RH, and 12 hrs light (9 AM to 9 PM) and 12 hrs dark cycle. Standard fly medium consisting of agar-agar, maize powder, brown sugar, dried yeast and nipagin was used. Standard methods of fly handling and manipulation were followed. Stringency required in behavioral studies was strictly adhered to at various levels, conditions of housing, exposure to anesthetic agent, light intensity, for example. Three to four days old unmated male flies were used to begin all experiments except dsRNA microinjection. For microinjection, 5–6 day old flies were used.

### Drug dosage and treatment

LC_50_, defined as concentration in normal fly media causing 50% lethality in seven days, was determined for PTZ and the AEDs (results not presented). Unless mentioned otherwise, half of LC_50_, 8, 3.48, 0.33 and 5 mg/ml for PTZ, ETH, NaVP (all from Sigma-Aldrich), and LEV (Levesam 500, Nicholas Piramal), respectively, was used. As GBP and VGB (both from Sigma-Aldrich) did not cause lethality up to 16 and 24 mg/ml respectively, the same concentrations were used in all the experiments. Thirty flies were housed in each treatment vial. Flies were maintained at 24 + 1°C, 60% RH, and 12 hrs light (9 AM to 9 PM) and 12 hrs dark cycle.

### Locomotor assays

Climbing speed was measured using an indigenously developed semi-manual method that was validated by DIAS (v. 3.4.2, Soll Technologies). In semi-manual assay, a glass column of 2 cm internal diameter and 30 cm internal length, i.e., length between the two cotton plugs, was used in the assays. The column was marked with lines at every cm along the length. Each fly was first familiarized in the vertically placed column for 90 seconds. The fly was thereafter brought to the bottom of the tube, by tapping the tube on a piece of packing foam. As soon as the fly had fallen on the cotton plug at the bottom, the tube was as such placed vertically and, in semi-manual method, a "dot/comma" recording, explained below, was applied the moment fly crossed a height of 5 cm. In "dot/comma" recording, the locomotor activity of a single fly was monitored by keeping pressed the dot key or the comma key of a personal computer, to record a moving or resting fly respectively. Dots and commas were subsequently transformed in activity and rest period respectively, using the cursor speed. Climbing speed was calculated using the following formula, *s *= *h*/*t*, where *s *= climbing speed, *h *= height climbed in cm, and *t *= activity period in sec. One fly each from different treatment groups was first scored as described below, discarded, and the exercise repeated. Measurements were taken at room temperature, between 9 AM to 9 PM. Climbing was considered complete when the fly reached the cotton plug at the top, fell to the bottom after climbing a certain height beyond 5 cm mark, or stopped after climbing to a certain height for more than 10 sec. Comma was applied only when the fly took rest. The vertical locomotor assay was adapted to measure horizontal (spontaneous) locomotor activities. A single fly was first brought to the middle of the column by gentle shaking and then the fly movement was constantly monitored for 90 sec by keeping pressed the dot key or the comma key of a personal computer, to record a moving or resting fly respectively. The total number of lines that a fly crossed in the 90 sec assay time was counted and noted down at the end of the dot/comma recording. The data was normalized for 90 sec and the dots and commas were subsequently transformed in rest and activity period respectively, using the cursor speed. Walking speed was obtained by dividing the lines (cm) a fly crossed (distance walked, *d*) by time, in sec, it spent in activity (activity period, *a*), during the 90 sec assay period. For some flies, both "*d*" and "*a*" were found to be zero. Such individuals were excluded while calculating population mean of *s*. Finally, the horizontal assay was used to extract four locomotor parameters, namely, activity period, distance walked and walking speed. The semi-manual climbing assay described above was validated using DIAS. TD was measured using DIAS, by video recording flies in the treatment vials with media containing 16 mg/ml PTZ. TD is the net path length divided by the total path length. This gives 1.0 for a completely straight path and a smaller value for a meandering path.

### Microarray expression profiling

Total cellular RNA was isolated from fly heads belonging to five biological replicates, four for microarray profiling, and one for real-time PCR. Each replicate represented four independent sets of control and treated flies. Each independent set consisted of eight vials, four each of NF and PTZ, treated in parallel. Similar design was followed for control NF-NF control microarray experiment. Thirty flies were treated in each vial. Heads of 120 flies were pooled for isolating each RNA sample. Flies were frozen in 50 ml falcon tubes in liquid nitrogen. Two cooled sieves were arranged such that the larger sieve (mesh size 850 mm) was placed on top of the smaller one (mesh size 355 mm). Frozen flies were shaken 4–5 times in the falcon and poured onto the top sieve. The flies were brushed gently with a paint brush till all heads were sieved out on the bottom sieve. Bodies that remained on the top sieve were discarded and heads were collected in cryovials and kept frozen at -80°C. Total RNA was isolated from frozen fly heads using TRI REAGENT (Sigma), according to the manufacturer's protocol. RNA was quantified using spectrophotometer. RNA quality was checked by running 1% agarose gel.

Microarray -cDNA Synthesis Kit, -Target Purification Kit, and -RNA Target Synthesis Kit (Roche) were used to generate labeled antisense RNA. Starting with 10 μg of total cellular RNA, Eberwine method (kits from Roche) was used to generate cDNA and thereafter Cy^3 ^and Cy^5 ^(Amersham) labeled antisense RNA. The Cy^3 ^and Cy^5 ^labeled aRNAs (control and treated) were pooled together and precipitated, washed, air-dried, and dissolved in 18 MΩ RNAase free water (Sigma). The recovery of labeled aRNAs was checked using spectrophotometer and agarose gel electrophoresis. A total of 16 microarrays (12Kv1, CDMC) were hybridized, four each for NF-NF control (0 hr); NF-PTZ, 12 hrs; NF-PTZ, 2^nd ^day; NF-PTZ, 7^th ^day. Out of four, two slides were dye-swaps. Hybridization solution was prepared by mixing hybridization buffer (DIG Easy Hyb, Roche), 10 mg/ml salmon testis DNA (0.05 mg/ml final concentration, Sigma) and 10 mg/ml yeast tRNA (0.05 mg/ml final concentration, Sigma) and added to the labeled product. This mixture was denatured at 65°C and applied onto cDNA microarray slides. The slides were covered by lowering down a 24 × 60 mm coverslip (ESCO, Portsmouth, USA). Hybridization was allowed to take place in hybridization chamber (Corning) at 37°C for 16 hrs. After hybridization, coverslips were removed by submerging the slides in a solution containing 1× SSC and 0.1% SDS at 50°C. Slides were washed (three times for 15 minutes each) in a coplin jar at 50°C with occasional swirling and then transferred to 1× SSC and washed with gentle swirling at room temperature (twice for 15 minutes each). Finally, slides were washed in 0.1× SSC for 15 minutes and then liquid was quickly removed from the slide surface by spinning at 600 rpm for 5 minutes. Slides were scanned at 10 μm resolution using GenePix 4000A Microarray Scanner (Molecular Devices), and the images preprocessed and quantified using Gene Pix Pro 6.0 (Molecular Devices).

### Statistics

Unless mentioned otherwise, pair-wise Student's *t*-test, two-tailed, heteroscedastic, uncorrected, was performed for behavioral analysis. In microarray gene expression analysis, ratio based data normalization and selection of features were performed using Acuity 4.0 (Molecular Devices). All Spots with raw intensity less then 100 U and less then twice the average background was ignored during normalization. Normalized data was filtered for the selection of features before further analysis. Only those spot were selected which contained only a small percentage (< 3) of saturated pixels, were not flagged bad or found absent (flags > 0), had relatively uniform intensity and uniform background [Rgn R2 (635/532) > 0.6] and were detectable above background (SNR > 3). Analyzable spots in at least three of four biological replicates performed were retrieved for downstream analysis using SAM 3.0 (Excel Add-In) [38], under the conditions of one class response and 100 permutations. Wherever available, non-CG number genes were converted to CG numbers mainly using BDGP . Gene IDs were converted to FBgn numbers using GeneMerge , before GOTool Box [39] was used to retrieve overrepresented biological processes in up- or down- regulated genes, under the settings, ontology, biological process; mode, all terms; reference, genome; evidence, all-all evidence; species, *D. melanogaster*; GO-stats; statistic test, hypergeometric . DAVID [40] was used for pathway enrichment analysis . *P *values were obtained with or without correction for multiple hypotheses testing, as indicated in the results section. Hypergeometric distribution probabilities for genes and GO processes were calculated assuming population sizes of 10000, approximately the number of unique genes in the arrays, and 4041, a previously estimated number for *Drosophila *[41], respectively.

## Results and Discussion

### Chronic PTZ locomotor model and its validation by AEDs

We first explored, through empirical testing, if PTZ could produce proconvulsant-like effect in *Drosophila *adults. Though convulsions were not observed, visual examination indicated that flies treated with 16 mg/ml of PTZ for 12 hrs exhibit hyperkinetic behavior. Software-based analysis of video recordings showed a decreased 'total directionality' in PTZ treated flies compared to control, i.e., flies treated with normal food (NF). Mean + S.E of 'total directionality' was found to be 0.39 + 0.07 (*n *= 11) and 0.19 + 0.05 (*n *= 11) for flies fed with NF and with food containing PTZ, respectively. A significant (*p *= 0.04) difference in 'total directionality' demonstrated that 16 mg/ml PTZ causes flies to take a more circuitous path. As 16 mg/ml was the LC_50 _dose (lethality data not presented), we used half of this dose, i.e., 8 mg/ml, as a sub-hyperkinetic dose for further developing and evaluating a chronic model. Though seizure-like behavior was never observed in flies treated with 8 mg/ml in a chronic manner, we empirically determined a regime in which seven days of chronic PTZ treatment and seven following days of PTZ discontinuation respectively caused a decrease and an increase in startle-induced climbing speed in flies (Figure 1; **for DIAS validation of climbing assay**, see additional file 1). Examining the effect of PTZ on various horizontal locomotor activities and non-locomotor parameters, namely, courtship duration, fertility, and body weight showed that chronic treatment induced decrease and subsequent withdrawal induced increase in climbing speed are specific (**for detailed results**, see additional file 2).

**Figure 1:**
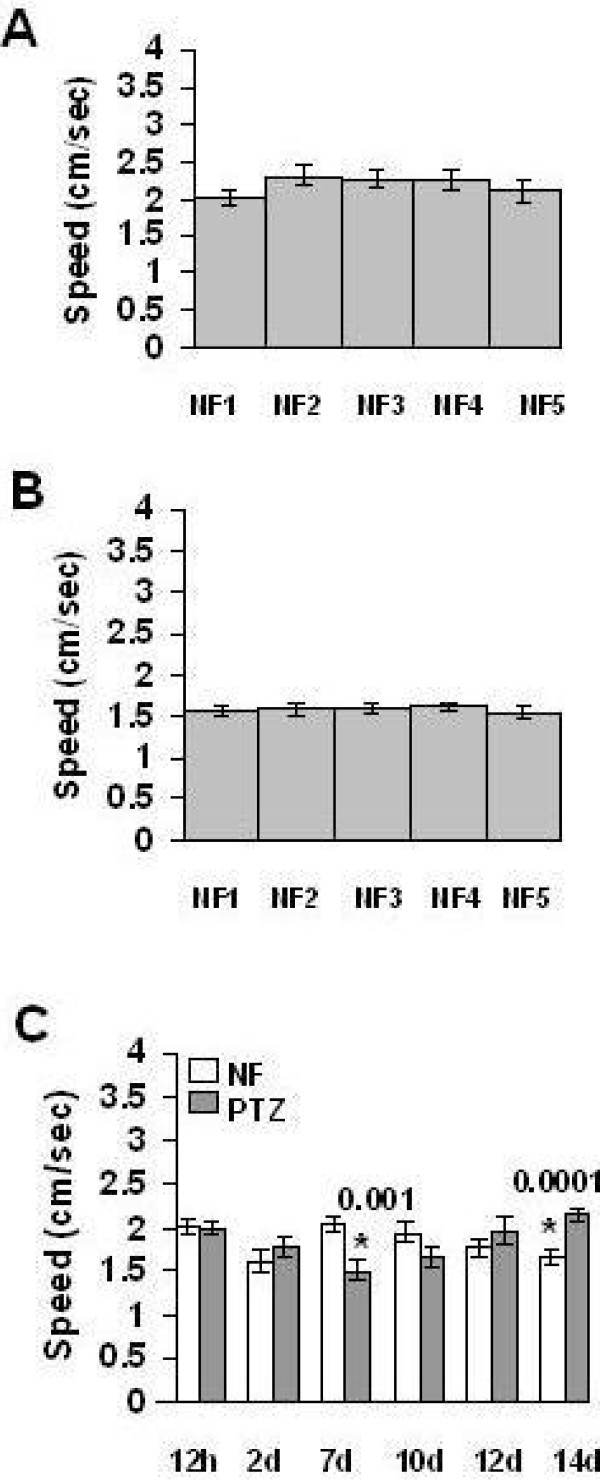
**Chronic PTZ and subsequent withdrawal induced climbing abnormalities**. Mean + S. E. (*n *= 24) of climbing speed in flies used for control experiments and for simulating PTZ induced kindling-like plasticity. In control experiments, five batches of flies were treated with NF for either 7 days (**A**) or 14 days (**B**) before measuring climbing speed. In chronic PTZ experiment (**C**), climbing speed was measured on 12 hrs, 2^nd ^day and 7^th ^day of PTZ treatment and then on 3^rd ^day, 5^th ^day, and 7^th ^day after PTZ withdrawal. For control climbing assay to examine consistency among NF flies housed in different vials (**A **and **B**), one-way ANOVA as well as pair-wise Student's *t*-test, two-tailed, heteroscedastic, uncorrected, was performed. After finding no significant variation by either method, Student's *t*-test was performed as above for chronic PTZ experiment (**C**). * indicates significant difference between control (NF) and PTZ treatment. *p *values (pair-wise Student's *t*-test, two-tailed) are provided over asterisks. For details, see text.

We next examined if AEDs are effective in ameliorating climbing alterations induced by chronic PTZ and withdrawal from chronic PTZ. Concomitant treatment with PTZ and ETH, GBP, VGB, NaVP or LEV for seven days showed the last two AEDs as effective in alleviating PTZ induced climbing speed deficit in flies on 7^th ^day (Figure 2A). NaVP and LEV were thus found to be effective in the fly model. To examine long term effectiveness of AEDs, we concomitantly treated flies with PTZ and an AED for seven days and measured climbing speed seven days after withdrawal of the two drugs. Only LEV, not other AEDs, was found to ameliorate climbing speed increase caused by withdrawal from chronic PTZ (Figure 2B). LEV thus exerted a long term effect. To examine the possibility that the above validation results might have been confounded by AEDs own locomotor effects, we treated flies with AEDs for seven days and measured climbing speed at the end of this chronic treatment as well as seven days after AEDs were withdrawn. ETH, VGB and LEV, not NaVP and GBP, were found to decrease climbing speed at the end of chronic treatment (Figure 3A). Independent speed lowering effect of NaVP and LEV (Figure 3A) could not be considered to confound the observation that these AEDs ameliorate decrease in climbing speed caused by PTZ (Figure 2A). After withdrawal, none of the AEDs were found to cause climbing abnormality (Figure 3B). Cumulatively, the above results validated the PTZ model as predictive of AEDs.

**Figure 2:**
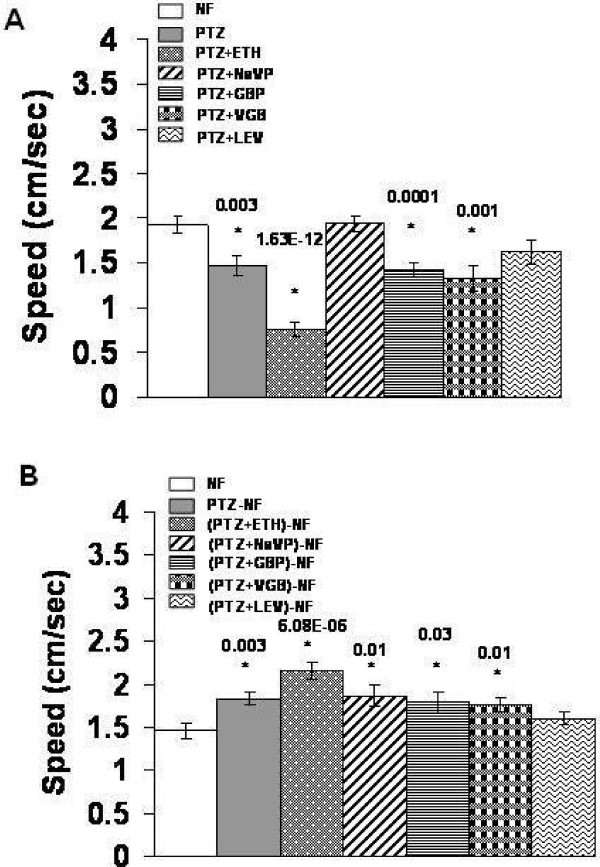
**Effect of AEDs on chronic PTZ and subsequent withdrawal induced climbing speed alterations**. Mean + S. E. (*n *= 24) of climbing speed in flies after (**A**) seven days of combination treatment (**B**) seven days of withdrawal. The difference between PTZ and PTZ+NaVP in **A **and between PTZ and PTZ+LEV in **B **is significant. The difference between PTZ and PTZ+LEV, and between PTZ+NaVP and PTZ+LEV is insignificant in **A**. Notably, comparison of PTZ+LEV in **A **with pooled NF samples in Figure 1A and 1C (7d) showed significant (*p *= 0.0005) difference in climbing speed.

**Figure 3:**
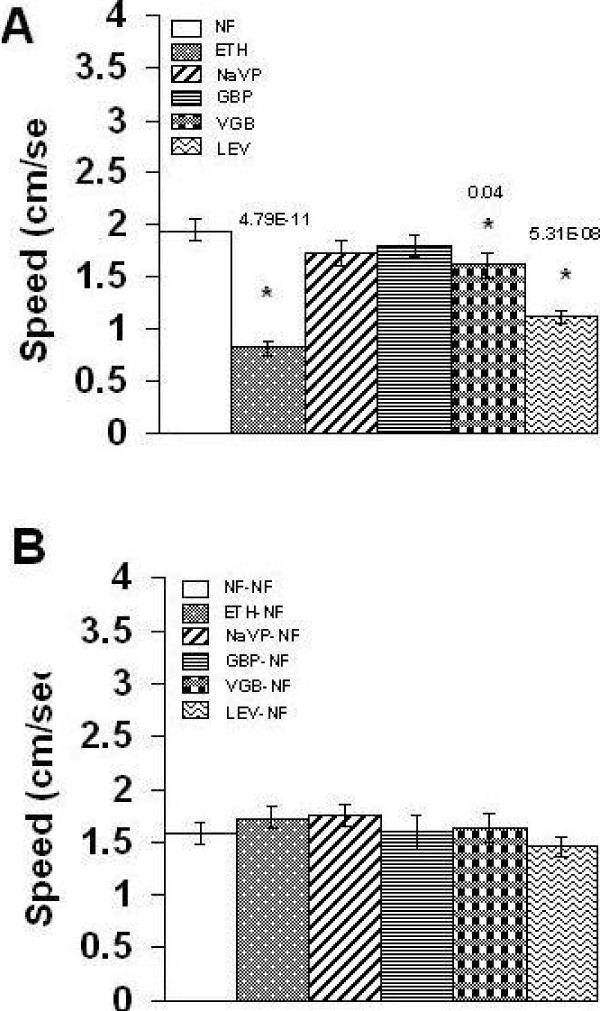
**Effect of chronic AEDs and their subsequent withdrawal on climbing speed**. Mean + S. E. (*n *= 24) of climbing speed in flies after (**A**) seven days of treatment and (**B**) seven days of subsequent withdrawal. For details, see text.

NaVP and LEV, not ETH, GBP and VGB, were found to be effective in our chronic PTZ model of locomotor plasticity. NaVP and LEV are known to suppress both kindling development as well as kindled seizure in rodent models [42,43]. Clinical trials however suggest that LEV, not NaVP, possesses antiepileptogenic activity [9,44,45]. Overall, the profiles of NaVP and LEV in the fly model were consistent with their therapeutic potential. Ineffectiveness of other AEDs in the fly model however suggested that our model is only partly predictive of therapeutic potential. Clinical relevance of the model is also limited by the fact that the drug doses used in developing the model were selected either empirically or based on toxicity.

### Time series of transcriptomic changes underlying chronic PTZ

We generated expression profiles of fly heads at four time points – 0 hr; 12 hrs of PTZ, the beginning phase; 2^nd ^day of PTZ, the latent phase; and 7^th ^day of PTZ, the behaviorally expressive phase (Figure 4). 

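RNA of pooled heads from flies kept on normal food (NF) and from flies fed pentylenetetrazole (PTZ, a blocker of GABA-gated chloride channels used to evoke seizures) at 8 mg per ml, with 30 flies per vial, was compared on 2-colour cDNA arrays. The values analysed are those of 12 arrays, 4 replicates each at 12 hrs, on the 2nd day and on the 7th day of PTZ. The 0 hr arrays are not analysed here. On replicates 1 and 2 of each time point PTZ RNA carried Cy5 (forward arrays), and on replicates 3 and 4 the dyes were swapped. The labels of 3 arrays contradict themselves on treatment or dye (replicates 3 and 4 at 12 hrs and replicate 2 of the 2nd day), and their orientation was taken from title, treatment protocol and methods. The deposited values are log2 ratios that the authors normalized by ratio in Acuity and filtered for spot quality. Of 27648 spots per array, 9445 to 12070 (median 10105.5) had a value at 12 hrs, 10674 to 12674 (median 11493) on the 2nd day and 6148 to 18086 (median 11530.5) on the 7th day. The mean of the 2 adjacent spots of a probe was used as 1 feature. A gene name was taken where the annotation of the array gave 1 symbol, which held for 7558 features of 6793 genes. Whether the deposited ratios of the swapped arrays were already turned to PTZ over NF is not given in the sources used here. The legend of Fig. 4 names the averaged ratio by scanner channel, not by treatment, and does not say how the swapped arrays entered it. Results are therefore given in 2 readings, with the swapped arrays turned (multiplied by -1) and as deposited, and the direction of change over all 4 arrays is not settled. A list of lower genes needs negative means in the values tested. Of 168 features of the study's 7th day list, 39 had a negative mean turned and 167 as deposited. This argues against the study having tested turned values on that day. Its 12 hrs list leaned the same way, with 16 of 24 features negative turned and 22 as deposited. So did the part held of its 2nd day list, with 1115 and 1315 of 1359. At both times most were negative in either reading. None of these counts shows that the deposited values of the swapped arrays are PTZ over NF. The paper reports lower levels by real time PCR, on RNA of a separate replicate, for all the genes it tested. Of those named here more are lower as deposited than turned, which does not settle the direction. Turned values are the main reading, by a rule fixed before the data were examined, which left the coefficient open. Pearson's r was chosen for it after Spearman's rho, which leads to the other reading, had also been computed. Forward arrays read as PTZ over NF in both readings, but a dye effect remains in them. The number of arrays limits the precision. Nothing was centred further, so the position of 0 on each array is that of the authors' normalization.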

The full microarray data set has been deposited in the Gene Expression Omnibus  under accession series GSE7037, GSE7120 and GSE7200. Total number of analyzable genes in SAM showed uniformity across time points – 4369, 4637, 5259 and 4297, in that order. 

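The glutamate decarboxylase gene Gad1, the clock gene per and the transcriptional corepressor gene CtBP were measured on 4 arrays at 12 hrs and on the 2nd day. On the 7th day Gad1 and CtBP were measured on 3 arrays and per on 2, so that per was not tested there. The kinase gene dco was measured on 3 arrays on the 2nd day, on 1 on the 7th day and on 0 at 12 hrs. In all, 4642 features had a value on at least 3 of the 4 arrays at 12 hrs, 5279 on the 2nd day and 4316 on the 7th day.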

At 0 hr, no gene was detected as differentially expressed below 96% FDR. 

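On the 2 forward arrays of the 2nd day, 1653 features were lower and 369 higher in PTZ flies among 4964 features (limma, adjusted p under 0.05, 2-sided). At 12 hrs 51 were lower and 56 higher among 3938, and on the 7th day 0 passed in limma among 2944, with 27 lower and 38 higher at an unadjusted p under 0.05. A dye effect cannot be separated from the treatment on these arrays. Over all 4 arrays the direction is not settled, and on the 7th day most features of the study's own list, though not of its 12 hrs list or the part held of its 2nd day list, run opposite to the direction it gives when turned. Of the study's own 7th day list, chosen on these arrays, 164 of 168 features were negative on the forward arrays and 164 of 168 on the swapped arrays as deposited, and of its 12 hrs list 22 and 22 of 24. Of the part held of its 2nd day list 1306 of 1359 were negative on the forward arrays and 1021 on the swapped arrays as deposited, and 1115 had a negative mean over all arrays turned and 1315 as deposited. In the turned reading limma called 0 features at each time point. With the dye orientation as a second coefficient it called 742 lower and 234 higher on the 2nd day. If the deposited values are already PTZ over NF, those calls measure the dye effect and not PTZ. That fit was not run as deposited. Turned without a dye coefficient, at an unadjusted p under 0.05, 173 features were lower and 551 higher at 12 hrs. On the 2nd day 396 and 96 were, and on the 7th day 19 and 79. SAM with all 16 sign flips, at the study's false discovery rates, called 0 lower and 1218 higher at 12 hrs, 701 and 1 on the 2nd day, and 3 and 0 on the 7th day. With the ratios as deposited, limma called 0 features at 12 hrs (71 lower and 84 higher unadjusted), 1 lower on the 2nd day (939 and 162 unadjusted), and 27 lower and 2 higher on the 7th day (391 and 25 unadjusted). SAM called 1, 2386 and 1011 lower and 0 higher in that reading. After each array was also centred on its median, limma called 0 on the 2nd day (397 lower and 446 higher unadjusted) and 0 on the 7th day (145 and 118), and after the median of each feature's neighbours was subtracted it also called 0 (351 and 263) and 0 (237 and 68). Both steps bring the array medians close to 0 whatever moved them, so the loss of calls does not show its cause. The lower features of the 7th day as deposited included the mitochondrial ribosomal protein gene mRpS34, with a mean log2 ratio of -1.32 ± 0.81 (SD, n = 4) (adjusted p = 1.09e-06 from limma), and Jhbp13, with -1.10 ± 0.59 (n = 4) (adjusted p = 0.000322). The odorant binding protein gene Obp99d was higher, at 0.96 ± 0.73 (n = 4) (adjusted p = 0.0042). Here limma drew each spread towards a common one, so these p-values hardly depend on the SD beside them. Among the named features called with the same n, p followed the mean. With n = 3, a feature of apolpp at -1.05 ± 1.03 had an adjusted p = 0.0097 from limma. CG16926 at -1.01 ± 0.37 had 0.015. The turned means were 0.49 for mRpS34, 0.34 for Jhbp13 and -0.62 for Obp99d, none passing the test. Without replicate 3 the turned values gave 61 features at 12 hrs and 65 on the 2nd day, and without replicate 1 they gave 31 on the 7th day. As deposited, the 7th day gave 6, 93, 10 and 7 features without replicates 1 to 4 in turn.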

At 12 hrs, 2^nd ^day and 7^th ^day time-points, 23, 2439 and 265 genes were found to be downregulated at 22.76%, 13.74% and 23.03% FDR, in that order (**for gene lists**, see additional file 3). No upregulated gene was detected at above FDRs. 

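A feature of apolpp (RfaBp), the lipophorin gene expressed in fat body, was at -1.21 ± 0.96 (SD, n = 3) on the 7th day as deposited (adjusted p = 0.000956 from limma), and at 0.65 with the swapped arrays turned. That p follows the mean and hardly depends on this SD. Over analysable features the median log2 ratio as deposited was 0.163, -0.00225, -0.108 and -0.0045 on replicates 1 to 4 at 12 hrs, -0.16, -0.227, -0.0105 and -0.0288 on the 2nd day, and -0.0597, 0.133, -0.057 and -0.649 on the 7th day. The 4 medians of the 2nd day lay below 0 as deposited, but a 2-sided exact sign-flip permutation test of 4 arrays cannot pass 0.05, and turned it gave p = 0.5. The share of lower features among those at an unadjusted p under 0.05 was 85.3% on the 2nd day and 94.0% on the 7th day with the ratios as deposited, and 47.1% and 55.1% after each array was centred on its own median. In the turned reading the shares were 23.9% at 12 hrs, 80.5% on the 2nd day and 19.4% on the 7th day, and after centring 60.8%, 53.6% and 69.7%. Centring sets each array median to 0 whatever moved it, so shares near an even balance after it do not show the cause of an excess.

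**Figure D1:**
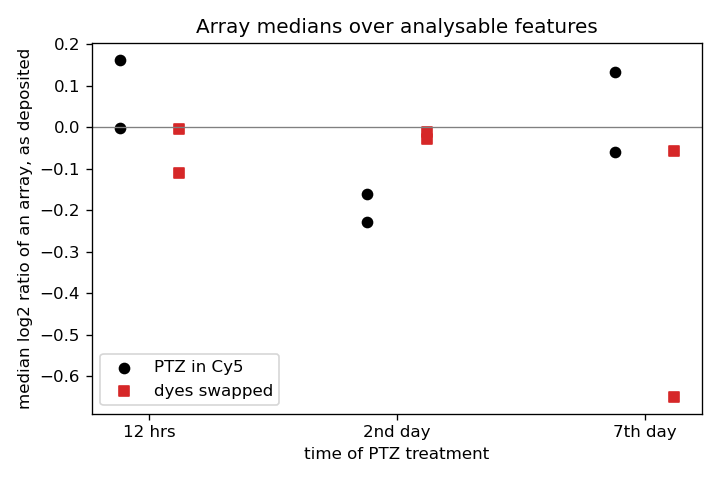
Median log2 ratio of each array over analysable features, as deposited, by time of PTZ treatment. Each point is 1 array, marked by whether PTZ RNA carried Cy5 or the dyes were swapped, and replicate 4 of the 7th day lies at -0.649.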

Given small number of genes at 12 hrs, we considered these FDRs as the best compromise between uniformity across time points and acceptability in terms of incorporating false positives. We therefore used the above gene lists for all subsequent analysis. 

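The kinase gene dco had a mean log2 ratio of -0.46 on the forward arrays of the 2nd day, and the clock gene per had -0.47. Over the arrays of that day, with the swapped arrays turned, dco was at -0.27 ± 0.33 (SD, n = 3), with an adjusted p = 0.568 from limma, and per at -0.23 ± 0.29 (n = 4), with an adjusted p = 0.559 from limma. As deposited they were at -0.34 ± 0.20 and -0.24 ± 0.28, and neither passed the test. At 12 hrs per was at 0.02 ± 0.15 (n = 4) turned and -0.10 ± 0.10 as deposited. The genes diss and dnc are unnamed here.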

Detection of genes which are known to express at a relatively low level in fly brain, *diss *(CG4211), *dnc *(CG32498), *dco *(CG2048), *per *(CG2647), for example [46], as differentially expressed genes in PTZ time series demonstrated that our expression profiling was efficient. 

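At 12 hrs GRHR (the adipokinetic hormone receptor gene AkhR) was at a mean log2 ratio of -0.16 ± 0.45 (SD, n = 4) with the swapped arrays turned and -0.38 ± 0.19 as deposited. The glycogen binding subunit genes CG9238 and CG9619 were at 0.07 ± 0.46 and -0.05 ± 0.58 turned, and at -0.39 ± 0.14 and -0.49 ± 0.13 as deposited. For the 2nd day the phosphorylase kinase gene PhKgamma was at -0.11 ± 0.25 (n = 4) turned and -0.18 ± 0.18 as deposited, and CG7766 at -0.29 ± 0.27 (n = 4) and -0.23 ± 0.33. On that day CG9238 was at -0.26 ± 0.33 (n = 4) turned and -0.28 ± 0.30 as deposited. CG9619 was at -0.42 ± 0.31 (n = 4) turned and -0.27 ± 0.48 as deposited. The cytochrome P450 gene Cyp28 was at 0.02 ± 0.76 (n = 3) turned and -0.59 ± 0.23 as deposited on the 7th day. Of the genes chosen for real time PCR, 6 could be named on the arrays, in 8 pairs of gene and time point. Turned, 6 of the 8 means were negative, and as deposited 8 were. The paper gives all its PCR genes as lower on these arrays, so the counts are not independent evidence of direction. None of the 8 means passed an adjusted p of 0.05 in limma in either reading in the fit without a dye coefficient. With the dye orientation as a second coefficient, 17 of the 88 values of all genes named here passed in the turned reading. If the deposited values are already PTZ over NF, that fit measures the dye effect.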

Further, a few genes which were used to validate microarray results by real time PCR corroborated the transcriptomic profiles (**for details**, see additional file 4). 

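The mitochondrial ribosomal protein gene mRpS34 was at -0.88 ± 0.23 (SD, n = 4) on the 2nd day as deposited, and CG44014 at -0.65 ± 0.15 (n = 4) on the 2nd day and -0.95 ± 0.73 (n = 3) on the 7th day, of which only the last passed the limma test (adjusted p = 0.0277), while turned values were -0.09 and 0.58. With 0 features past the threshold from limma at each time point in the turned reading, 0 were shared. At an unadjusted p under 0.05, a threshold chosen after seeing the data, 42 features were lower at both 12 hrs and the 2nd day against 12.2 expected by chance (Fisher's exact test, 1-sided, p = 1.91e-13), and 13 were higher against 4.96 (exact p = 0.000700). Between the 2nd and 7th day 1 lower feature was shared against 0.584 (exact p = 0.457). As deposited, 27 lower features were shared between 12 hrs and the 2nd day against 10.7 (exact p = 9.08e-07), and 87 between the 2nd and 7th day against 61.0 (exact p = 8.84e-05). The test takes features as independent, but neighbouring features had like log2 ratios (mean Spearman correlation 0.417). The expected counts and p-values are therefore not reliable, and no effect of PTZ can be read from them alone. Across features, which are not independent replicates, the mean log2 ratios correlated with r = 0.232 between 12 hrs and the 2nd day (4211 features) and r = 0.150 between the 2nd and 7th day (2483 features) turned, and with r = 0.312 and r = 0.146 as deposited.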

Notably, significant overlap of genes between adjacent time points [hypergeometric distribution; *p *= 5.3 × 10^-6 ^between 12 hrs and 2^nd ^day, *p *= 1.9 × 10^-22 ^between 2^nd ^and 7^th ^day] demonstrated that our expression profiling was efficient enough to capture the spectrum of transcriptomic alterations underlying chronic PTZ phase.

**Figure 4:**
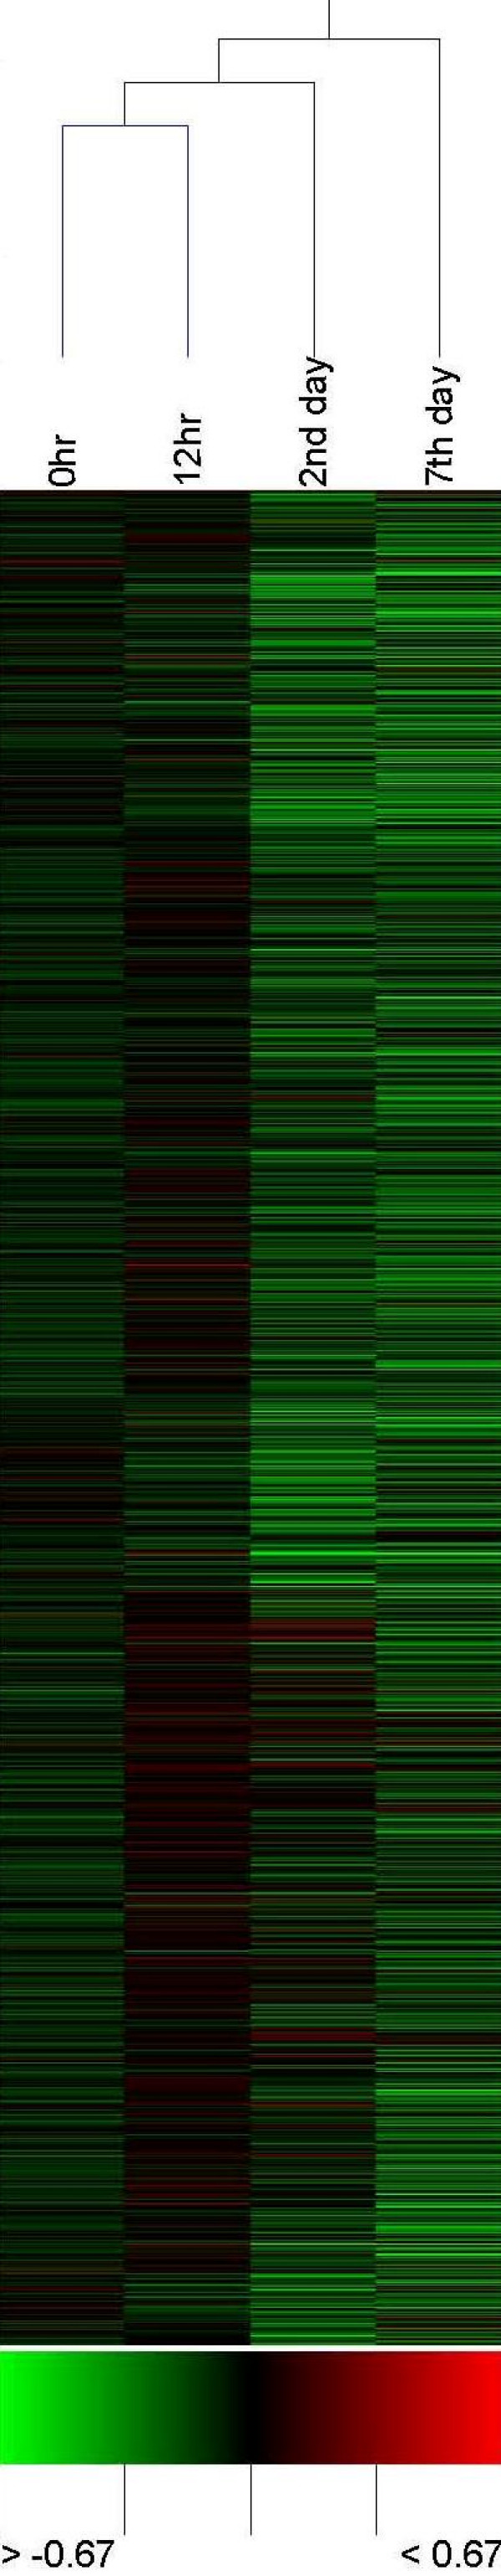
**Time-series of *Drosophila *head microarray gene expression profiles**. Hierarchical clustering of 0 hr, 12 hrs, 2^nd ^day and 7^th ^day expression profiles. City Block similarity metric and average linkage methods were used for clustering of arrays. Each time point represents mean of normalized log_2 _ratio (635/534) of four biological replicates with balanced dye-swaps. The cluster was generated using Acuity 4.0.

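For CtBP, the forward arrays had a mean log2 ratio of -0.64 on the 2nd day and the 1 forward array with a value had -0.35 on the 7th day, and the swapped arrays as deposited had -0.13 and 0.16. For the lysosomal transporter gene spin, the forward arrays were at -0.66 at 12 hrs, -0.70 on the 2nd day and 0.21 on the 7th day, and the swapped arrays as deposited at -0.19, -0.24 and -0.29. Across features, which are not independent replicates, replicates of the same dye orientation correlated with r = 0.427 (replicates 1 and 2) and r = 0.131 (replicates 3 and 4) at 12 hrs, r = 0.727 and r = 0.166 on the 2nd day, and r = -0.139 and r = 0.201 on the 7th day. Turned, replicates of opposite orientation correlated with r from 0.047 to 0.258 at 12 hrs. The range was -0.302 to 0.129 on the 2nd day and -0.380 to 0.271 on the 7th day. Negative were replicate 3 with 1 and 2 on the 2nd day, and replicate 1 with 3 and 4 on the 7th day. As deposited these signs are reversed. With the median of each feature's neighbours on the array subtracted, Spearman's rho of replicates 1 and 2 went from 0.426 to 0.249 at 12 hrs and from 0.713 to 0.575 on the 2nd day, and that of replicates 3 and 4 of the 2nd day from 0.128 to 0.209.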

We first examined if 'seizure' genes already described in *Drosophila *show enrichment in our PTZ induced downregulated genes. Evidence suggests conserved mechanisms between *Drosophila *bang-sensitive mutants and human seizure disorders [20]. Molecular defects in five such mutants involve genes encoding mitochondrial ribosomal protein (CG7925), ADP/ATP translocase (CG16944), the citrate synthase (CG3861), an ethanolamine kinase (CG3525), and an aminopeptidase (CG5518). Prevalence of mitochondrial function disrupting defects in bang-sensitive mutants suggests that impaired energy metabolism may underlie the affected behavior [20]. Importantly, human seizure disorders have been linked to mutations in genes encoding pyruvate carboxylase, and pyruvate dehydrogenase, the two enzymes upstream of citrate synthase, as well as to mutations affecting various steps in the TCA cycle [20]. Our microarrays had all the above bang-sensitive genes spotted except CG7925. 

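The aminopeptidase gene sda, a bang-sensitive gene whose mutants are paralysed by a mechanical shock, had a mean log2 ratio of -0.57 on the forward arrays of the 2nd day. Over the 4 arrays of that day it was at -0.22 ± 0.42 (SD, n = 4) with the swapped arrays turned, with an adjusted p = 0.621 from limma, and at -0.35 ± 0.26 as deposited, with an adjusted p = 0.194 from limma. It was measured on 2 arrays at 12 hrs and on 2 on the 7th day, too few for the test. The genes tko, sesB, kdn and eas are unnamed here.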

Notably, all four spotted seizure genes were downregulated by PTZ. This overlap was statistically significant (hypergeometric distribution, *p *= 0.004).

We next examined enrichment of biological processes in PTZ time series genes. 

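At 12 hrs, with the swapped arrays turned, genes of ribosomal proteins lay above the other genes (cameraPR, 2-sided, adjusted p = 0.0154), a call that was lost with an estimated correlation (adjusted p = 0.448). Of 17 ribosomal protein genes, 0 were higher over all genes in limma (5 at an unadjusted p under 0.05) and 1 when adjusted over the list alone, RpLP0 at 0.38 ± 0.07 (SD, n = 4). Of 11 phototransduction genes 3 were higher when adjusted over the list alone, the scaffold gene inaD at 0.49 ± 0.16 (n = 4), the arrestin gene Arr1 at 0.55 ± 0.25 (n = 4) and the protein kinase C gene inaC at 0.29 ± 0.08 (n = 4), with an adjusted p = 0.231 for the list. Of 10 oxidative phosphorylation genes 1 was, the cytochrome c oxidase subunit gene COX4 at 0.37 ± 0.13 (n = 4), with an adjusted p = 0.178 for the list. Of 9 muscle markers 2 were higher in that way, Act79B at 0.39 ± 0.21 (n = 4) and TpnC4 at 0.36 ± 0.20 (n = 4), with an adjusted p = 0.231 for the list. Among head fat body markers in the turned reading, the yolk protein gene Yp2, a doubtful marker in these male flies, was at 0.41 ± 0.07 (n = 4). Lsp2 was at 0.35 ± 0.14 (n = 4), and 2 of 7 markers were higher when adjusted over the list alone, with an adjusted p = 0.448 for the list. As deposited 2 of these markers were lower when adjusted over the list alone, apolpp at -0.42 ± 0.26 (n = 4) and Cyp4d21 at -0.39 ± 0.26 (n = 4), and turned they were at 0.20 ± 0.50 and -0.11 ± 0.50. As deposited RpLP0 was at -0.05 ± 0.44, inaD at 0.14 ± 0.56, Arr1 at 0.01 ± 0.68, inaC at -0.05 ± 0.34, COX4 at 0.08 ± 0.44, Act79B at 0.11 ± 0.47, TpnC4 at -0.13 ± 0.44, Yp2 at 0.04 ± 0.47 and Lsp2 at -0.11 ± 0.40. As deposited none of the ribosomal, phototransduction and oxidative phosphorylation lists passed (adjusted p = 0.762, 0.661 and 0.962), and turned without replicate 2 the ribosomal list had an adjusted p = 0.0808. When list symbols were matched by any synonym, the phototransduction and oxidative phosphorylation lists, then with inaF-D and the tetraspanin gene Tsp42Ej among their members, had an adjusted p = 0.0335 each, and both calls were kept with an estimated correlation (adjusted p = 0.0307 each).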

After Bonferroni correction for multiple statistical testing, no GO biological process was observed as overrepresented at 12 hrs. Several processes were however found to be enriched in 2^nd ^and 7^th ^day gene sets. 

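With the swapped arrays turned, circadian clock genes lay below the other genes on the 2nd day, and genes of oxidative phosphorylation, of ribosomal proteins and of glutathione S-transferases and UDP-glycosyltransferases above them (cameraPR, adjusted p = 0.0492 for each list). None of the 4 calls was kept with an estimated correlation, with adjusted p = 0.771, 0.151, 0.771 and 0.0873 in that order, nor as deposited, with adjusted p = 0.450, 0.545, 0.450 and 0.450. When list symbols were matched by any synonym, the oxidative phosphorylation and transferase calls were kept with an estimated correlation (adjusted p = 0.0437 each) and the other 2 were not. Of 7 clock genes 6 were negative, 0 were lower over all genes in limma and 2 were lower when adjusted over the list alone, Pdp1 at -0.81 ± 0.63 (SD, n = 4) and Slob at -0.64 ± 0.53 (n = 4), which were at -0.32 ± 1.06 and -0.28 ± 0.85 as deposited. Genes of synaptic vesicle release were negative in 9 of 10 cases turned and 10 as deposited, axon guidance genes in 6 and 7 of 7, and transcription and chromatin regulators in 13 and 11 of 14, with adjusted p = 0.261, 0.261 and 0.158 turned and 0.450 for each as deposited. Over all features 68% were negative turned and 70.5% as deposited. Head fat body markers were negative in 7 of 7 cases as deposited, with 5 lower when adjusted over the list alone, apolpp at -0.99 ± 0.54 (n = 4) among them (-0.44 ± 1.15 turned), and adjusted p = 0.064 for the list, against 0.333 turned. For the clock list, leaving out replicates 1 to 4 in turn gave an adjusted p of 0.0706, 0.0695, 0.00137 and 0.102, and centring each array gave 0.0785; without any 1 of replicates 1, 2 and 4 no list passed.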

Consistent with unusually large number of genes affected in the latent phase, the 2^nd ^day genes overrepresented a diversity of processes including neuron morphogenesis during differentiation, synaptic transmission, regulation of neurotransmitter levels, neurogenesis, axonogenesis, protein modification, regulation of transcription, axon guidance, actin filament organization etc. (Table 1). In contrast, the behaviorally expressive phase, i.e., 7^th ^day, overrepresented a smaller number of GO processes which included phototransduction, glutamate metabolism, cell communication etc (Table 2). 

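With the ratios as deposited, genes of glutamate and GABA metabolism, of phototransduction and of oxidative phosphorylation lay below the other genes on the 7th day (cameraPR, adjusted p = 0.00152, 0.00284 and 0.00832). None of these calls was kept with an estimated correlation (adjusted p = 0.692 for each). Of 8 glutamate and GABA genes 8 were negative and 3 were lower when adjusted over the list alone, among them P5CDh1 (CG7145) at -0.65 ± 0.44 (SD, n = 3) and Gad1, averaged over its features, at -0.61 ± 0.31 (n = 3). Of 12 phototransduction genes 11 were negative and 4 were lower when adjusted over the list alone, the arrestin gene Arr1 at -0.81 ± 0.47 (n = 3) and the G protein gene Galphaq at -0.72 ± 0.49 (n = 3) among them. Eye pigment markers held 2 genes lower when adjusted over the list alone, Pu at -0.72 ± 0.32 (n = 3) and pr at -0.60 ± 0.45 (n = 3). Of the glutamate and GABA, phototransduction, oxidative phosphorylation and eye pigment genes, 0 were lower over all genes tested in limma (5, 5, 3 and 2 at an unadjusted p under 0.05). Markers of other cell types were also lower as deposited when adjusted over their lists alone, ocn of the male reproductive tract at -0.87 ± 0.20 (n = 3), apolpp of head fat body, averaged over its features, at -1.13 ± 1.00 (n = 3) and Gs2 of glia, which is also the third of the glutamate and GABA genes lower above, at -0.55 ± 0.49 (n = 4). Turned, P5CDh1 was at 0.09 ± 0.90, Gad1 at 0.20 ± 0.77, Arr1 at 0.37 ± 1.00, Galphaq at 0.21 ± 0.98, pr at 0.06 ± 0.86, Pu at 0.16 ± 0.91 (n = 3), ocn at 0.14 ± 1.07 (n = 3), apolpp at 0.63 ± 1.52 (n = 3) and Gs2 at 0.27 ± 0.74 (n = 4), and 0 of 6 eye pigment markers had a negative mean. Over all features of that day 69.5% were negative as deposited and 20.3% turned. The turned list medians were 0.20, 0.21 and 0.25, against 0.16 over all features, and none passed (adjusted p = 0.991, 0.482 and 0.888). Without replicate 1 all 3 lay above the other genes (adjusted p = 0.0124, 0.00916 and 0.0356). For members such as P5CDh1 replicate 2 had no value. Without replicate 1 their turned values are the swapped arrays alone multiplied by -1. For such genes the call mirrors the negative deposited values of those arrays. As deposited and without replicate 4, the adjusted p of the 3 lists was 0.0264, 0.0413 and 0.0413, and without replicate 3 it was 0.0812 for oxidative phosphorylation.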

Since entire fly heads including eyes were used for expression profiling, enrichment of phototransduction related processes most likely reflected PTZ's effect on visual perception. In brief, chronic PTZ was found to be associated with downregulation of a large number of genes which were enriched in a diversity of biological processes.

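At 12 hrs, with the swapped arrays turned, the smallest p values belonged among others to a feature of the chaperone gene DnaJ-1 at 0.81 ± 0.31 (SD, n = 4) and to glo, an RNA binding protein gene, at -0.51 ± 0.10 (n = 4). The ubiquitin ligase gene gol was at -0.75 ± 0.32 (n = 4) on the 2nd day and the proteasome subunit gene Rpt4R at 0.62 ± 0.38 (n = 4). The glue protein gene Sgs4 was at 0.92 ± 0.11 (n = 3) on the 7th day and mrn, a gene of a transcription factor subunit, at -1.13 ± 0.67 (n = 3). As deposited these genes were at 0.00 ± 0.99 for DnaJ-1, -0.01 ± 0.60 for glo, 0.09 ± 0.92 for gol, 0.29 ± 0.74 for Rpt4R, 0.37 ± 1.03 for Sgs4 and -0.52 ± 1.41 for mrn. None of them passed the limma test, with adjusted p = 0.237 for the genes of 12 hrs, 0.497 for those of the 2nd day, and 0.964 and 0.481 for Sgs4 and mrn turned, nor as deposited. Of the 24 features of the study's 12 hrs list 16 had a negative mean with the swapped arrays turned and 22 as deposited, and of the 168 features of the 249 different entries held of the 7th day list 39 and 167. These lists were chosen by the study on the same arrays, so the counts are not independent evidence of direction. They do bear on which values the study tested, and those of the 7th day argue against turned ones. The 12 hrs counts lean the same way. So do those of the part held of the 2nd day list, with 1115 of 1359 features negative turned and 1315 as deposited. At both times most features were negative in either reading. From its lists of lower genes and the processes enriched in them, the paper concludes that many genes of diverse processes were downregulated under chronic PTZ.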

**Table 1:** Overrepresented GO biological processes in genes downregulated on 2^nd ^day of PTZ treatment

**GO_ID**	**TERM**	**P_VALUE**
GO:0000902	cell morphogenesis	1.09E-16
GO:0030154	cell differentiation	1.41E-11
GO:0051179	localization	3.35E-11
GO:0007154	cell communication	7.58E-09
GO:0019226	transmission of nerve impulse	9.01E-09
GO:0006810	transport	1.15E-08
GO:0007267	cell-cell signaling	1.18E-08
GO:0007268	synaptic transmission	1.74E-08
GO:0007399	nervous system development	2.30E-07
GO:0019219	regulation of nucleobase, nucleoside, nucleotide and nucleic acid metabolic process	2.55E-06
GO:0001505	regulation of neurotransmitter levels	3.93E-06
GO:0022008	neurogenesis	5.55E-06
GO:0048666	neuron development	1.70E-05
GO:0030030	cell projection organization and biogenesis	2.57E-05
GO:0048699	generation of neurons	5.83E-05
GO:0031175	neurite development	6.86E-05
GO:0030182	neuron differentiation	0.0001055
GO:0007269	neurotransmitter secretion	0.0003908
GO:0007010	cytoskeleton organization and biogenesis	0.0006173
GO:0016070	RNA metabolic process	0.0006893
GO:0008104	protein localization	0.0008227
GO:0007626	locomotory behavior	0.0009849
GO:0007409	axonogenesis	0.0011489
GO:0006464	protein modification process	0.0027655
GO:0007155	cell adhesion	0.0030866
GO:0045449	regulation of transcription	0.0043652
GO:0043687	post-translational protein modification	0.005309
GO:0048489	synaptic vesicle transport	0.0067834
GO:0016477	cell migration	0.0075502
GO:0006928	cell motility	0.0102359
GO:0007411	axon guidance	0.0141982
GO:0007517	muscle development	0.0142275
GO:0046530	photoreceptor cell differentiation	0.0197214
GO:0001754	eye photoreceptor cell differentiation	0.0297998
GO:0048512	circadian behavior	0.0376882
GO:0008361	regulation of cell size	0.0383864

Some non-specific processes are not shown. For details, see text. *p *values are after Bonferroni correction.

**Table 2:** Enriched GO biological processes in genes downregulated on 7^th ^day of PTZ treatment

**GO_ID**	**TERM**	**P_VALUE**
GO:0019752	carboxylic acid metabolic process	0.0004902
GO:0007602	phototransduction	0.0023181
GO:0009064	glutamine family amino acid metabolic process	0.0034414
GO:0006536	glutamate metabolic process	0.0052215
GO:0007154	cell communication	0.0083634
GO:0006538	glutamate catabolic process	0.0117205

Some non-specific processes are not shown. For details, see text. *p *values are after Bonferroni correction.

For providing direction to the transcriptomic changes, we first overlaid all 2574 genes present in 12 hrs, 2^nd ^day and 7^th ^day sets onto protein interactome map of *D*. *melanogaster *(interaction database BioGRID v 2.0,  visualization software platform Osprey v. 1.2.0, ) which consisted of 7358 genes (vertices) and 24984 connections (edges) [47]. Out of 2574 PTZ regulated genes, 1633 were present in the fly interactome. We retrieved PTZ gene specific subinteractome that consisted of 1633 vertices and 1485 edges. In this subinteractome map, 632 genes were found to be loner, i.e., they did not show any within group interaction. We hereafter focused on within group interaction network which was comprised of 1001 genes and 1485 interactions (**for interacting genes**, see additional file 5). We next examined which of the 12 hrs gene(s) shows statistically significant overinteraction in the network of 1001 vertices and 1485 edges. 

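The corepressor gene CtBP had a mean log2 ratio of -0.29 on the forward arrays at 12 hrs and -0.08 on the swapped arrays as deposited. With the swapped arrays turned it was at -0.11 ± 0.38 (SD, n = 4), with an adjusted p = 0.68 from limma, and as deposited at -0.18 ± 0.34. Its turned value on replicate 4 was 0.45, apart from the other 3 arrays. The sex determination gene dsx was at -0.57 ± 0.04 (n = 3) as deposited and -0.22 ± 0.64 turned, and the deubiquitinase gene CG9448 at -0.48 ± 0.35 (n = 4) and 0.29 ± 0.57. The succinyl-CoA ligase gene CG11963 was at -0.45 ± 0.37 (n = 4) as deposited and -0.21 ± 0.59 turned, and spin at -0.43 ± 0.27 (n = 4) and -0.24 ± 0.49. CG1600 was at -0.36 ± 0.14 (n = 4) as deposited and -0.04 ± 0.43 turned, and the calnexin gene Cnx99A was lower in neither reading, at 0.04 ± 0.24 (n = 4) and 0.02 ± 0.24. None passed the test in either reading.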

Among 13 beginning phase, i.e., 12 hrs, genes present in the network, only the C-terminal Binding Protein (CtBP, CG7583) was found to overinteract (hypergeometric distribution after Bonferroni correction, *p *= 0.004; Table 3; Figure 5). CG7583 and its direct interacting partners, a network comprising of 17 genes, showed overrepresentation of various GO processes which were mainly related to transcriptional regulation and cell fate determination (Table 4). Transcriptional alteration was thus identified as the most proximal effect of PTZ. To complete adding direction, we retrieved enriched processes in genes which showed interaction with interacting partners of CG7583 in the self-interacting network of our PTZ genes, and so on, till completion; of 1001 genes, 898 were consumed by this CG7583 centered network. Enrichment of cell morphogenesis and protein import into nucleus; neuron differentiation, neurogenesis, axonogenesis, axon guidance, small GTPase mediated signal transduction, actin filament organization, cell growth, transmembrane receptor protein tyrosine kinase signaling pathway, eye photoreceptor cell differentiation, regulation of cell shape and regulation of cell size; phospholipase C activation and positive regulation of hydrolase activity was observed, in that order (**for complete lists of enriched GO processes**, see additional file 6). Broadly, process enrichment analysis guided by protein interactome suggested that chronic PTZ sequentially downregulates transcription, neurogenesis/axonogenesis/axon guidance and phospholipase C activation. This was consistent with original time series analysis presented above (Tables 1 and 2), except that glutamate metabolism related processes enriched on 7^th ^day (Table 2) were not recovered by interactome guided analysis. 

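Transcription and chromatin regulators had a median log2 ratio of 0.14 at 12 hrs, -0.20 on the 2nd day and 0.08 on the 7th day with the swapped arrays turned, and -0.08, -0.23 and -0.02 as deposited. For phospholipase C and calcium signaling genes it was 0.00, -0.13 and 0.13 turned and 0.00, -0.11 and -0.23 as deposited, and neither list passed cameraPR at any time point in either reading. As deposited, 5 of 2227 features were lower on the 7th day than at 12 hrs in limma, among them mRpS34 with a difference of -1.75 (standard error 0.33), the transaldolase gene Taldo with -1.12 (standard error 0.24) and CG3036 with -1.32 (standard error 0.24). Turned, 0 features differed there or between the 2nd day and 12 hrs in limma, with 8 lower and 52 higher, and 198 lower and 9 higher, at an unadjusted p under 0.05. Between the 7th and 2nd day 1 of 2483 features differed turned, an unnamed probe, by -1.26 (standard error 0.22, adjusted p = 0.0489 from limma), and without replicate 1 of the 7th day 50 did. The call of that 1 feature was lost with the replicate block (0 in limma, 10 lower and 194 higher unadjusted) and in a fit of the 8 arrays of these days (0, with 7 and 120). As deposited 1 differed between these days, another unnamed probe, and 0 differed in limma between the 2nd day and 12 hrs (135 lower and 11 higher unadjusted).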

Seventh day genes under these categories – CG7145, CG5320 (*Gdh*), CG14994 (*Gad1*), CG1743 (*Gs2*) and CG8430 (*Got1*) – are poorly connected in the entire fly interactome (range, 0–3 interactions). It is likely that non-recovery of glutamate metabolism related processes reflect poor interaction of the genes involved. 

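Gad1, the gene of the enzyme that makes GABA, had a log2 ratio of -1.11 on the forward array that measured it on the 7th day and -0.73 on average on the swapped arrays as deposited. As deposited it was at -0.85 ± 0.29 (SD, n = 3), with an adjusted p = 0.0623 from limma, and with the swapped arrays turned at 0.11 ± 1.08. These are values of 1 of the 2 features of Gad1. The average over its features as deposited, given above, was less negative. The glutamine synthetase gene Gs2 was at -0.55 ± 0.49 (n = 4) as deposited, with an adjusted p = 0.318 from limma, and 0.27 ± 0.74 turned. The glutamate dehydrogenase gene Gdh was at -0.41 ± 0.41 (n = 4) as deposited and 0.21 ± 0.57 turned, and CG7145 at 0.09 ± 0.90 (n = 3) turned. Got1 is unnamed here.

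**Figure D2:**
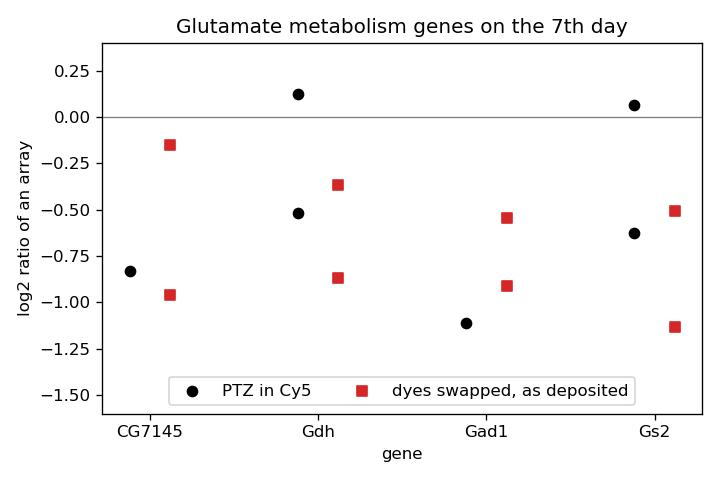
Log2 ratio of CG7145, Gdh, Gad1 and Gs2 on each 7th day array that measured them, as deposited. Each point is 1 array, a circle where PTZ RNA carried Cy5 and a square where the dyes were swapped, and the 3 arrays that measured Gad1 lie below 0. For Gad1, 1 of its 2 features is shown.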

Cumulatively, the above results suggested that sequential downregulation of gene expression, neurogenesis/axonogenesis/axon guidance, phospholipase C activation and glutamate metabolism characterize our fly behavioral model.

**Figure 5:**
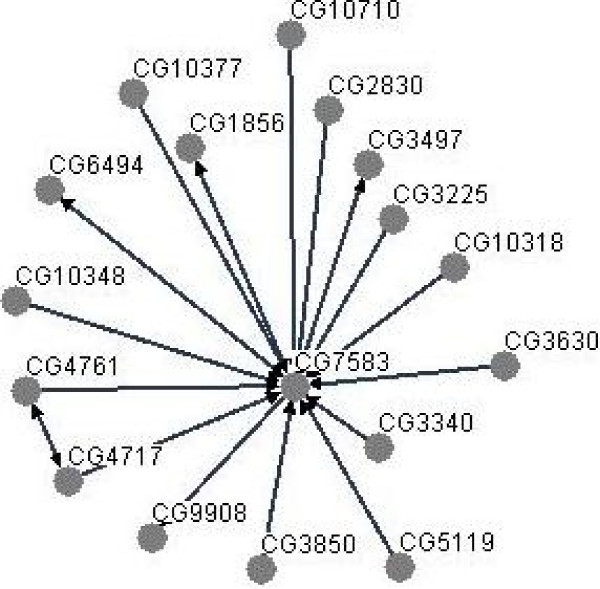
**Overinteraction of CG7583 (CtBP)**. Interacting partners of CG7583 in the network of self-interacting PTZ regulated genes are shown. For details, see text.

**Table 3:** Interacting partners of 12 hrs genes

**GENES**	**SUBNETWORK INTERACTION**	**NETWORK INTERACTION**	**P_VALUE**
CG11958	1	1	1.768551
CG4799	9	32	0.195
CG8428	1	4	4.55
CG3241	1	3	3.9
CG9238	7	22	2.08
CG11064	1	4	4.55
CG11325	1	2	2.99
CG11963	2	11	3.51
CG9448	1	5	4.94
CG11094	8	46	1.56
CG7583	16	49	0.00455
CG1600	3	4	0.104
CG10078	2	6	1.95

Numbers of partners in the subnetwork of PTZ regulated genes and in the entire interactome network are shown. For details, see text. *p *values are after Bonferroni correction. Note overinteraction of CG7583 (CtBP) in the subnetwork.

**Table 4:** Overrepresented GO biological processes among CG7583 (CtBP) and its direct interacting partners

**GO_ID**	**TERM**	**P_VALUE**
GO:0000122	negative regulation of transcription from RNA polymerase II promoter	8.98E-08
GO:0045934	negative regulation of nucleobase, nucleoside, nucleotide and nucleic acid metabolic process	1.53E-07
GO:0006357	regulation of transcription from RNA polymerase II promoter	1.30E-06
GO:0045892	negative regulation of transcription, DNA-dependent	2.50E-06
GO:0006366	transcription from RNA polymerase II promoter	1.72E-05
GO:0019219	regulation of nucleobase, nucleoside, nucleotide and nucleic acid metabolic process	5.69E-05
GO:0045449	regulation of transcription	0.0003655
GO:0045165	cell fate commitment	0.0004668
GO:0016070	RNA metabolic process	0.0005037
GO:0032774	RNA biosynthetic process	0.0033751
GO:0006139	nucleobase, nucleoside, nucleotide and nucleic acid metabolic process	0.0037604

Partners are limited to the subnetwork of PTZ regulated genes. Some non-specific processes are not shown. For details, see text. *p *values are after Bonferroni correction.

We next examined enrichment of biochemical and signaling pathways in all 338 genes which were part of enriched biological processes in CG7583 centered network, listed in additional file 6. Although no pathway was found to be enriched after Bonferroni correction for multiple hypotheses testing, our gene set overrepresented various pathways based on unadjusted *p *values (Table 5). Since enrichment of these pathways is consistent with process enrichment analysis presented above – TGF-beta signaling pathway and Wnt signaling pathway are consistent with neurogenesis/axonogenesis/axon guidance, for example – we considered the enriched pathways as significant. Genes showing downregulation in PTZ fly model are indicated in the enriched pathways shown in Figures 6, 7, 8, 9, 10, 11. Remarkably, Wnt signaling which is the most significant pathway in our analysis has previously been implicated in epilepsy [48]. 

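Wnt signaling genes had negative means on the 2nd day in 8 of 9 cases with the swapped arrays turned and in 7 as deposited, against 68% and 70.5% of all features. In the turned reading the pathway antagonist gene nkd was at -0.39 ± 0.31 (SD, n = 4) and the ubiquitin ligase subunit gene slmb at -0.25 ± 0.09 (n = 4), neither passing the test, and as deposited they were at -0.25 ± 0.47 and -0.07 ± 0.29. As deposited the protein kinase C gene Pkc53E, at -0.49 ± 0.16 (n = 4) (-0.14 ± 0.56 turned), was the 1 member lower when adjusted over the list alone, with 0 over all genes in limma. The Wnt list had 3 of 12 means below 0 turned and 10 as deposited on the 7th day, against 20.3% and 69.5% of all features. Its cameraPR adjusted p was 0.144 turned and 0.45 as deposited on the 2nd day, and 0.991 and 0.792 on the 7th day. TGF-beta signaling had an adjusted p = 0.411 and 0.484, and Ras, MAPK and JNK signaling 0.158 and 0.450, on the 2nd day, and JAK-STAT signaling 0.991 and 0.792 on the 7th day.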

As depicted in Figures 6, Wnt signaling is directly connected to TGF-beta (Figure 7) and MAPK signaling (Figure 8) pathways. Further, one or more of these pathways are also linked to JAK-STAT (Figure 9) and Cell Communication (Figure 10) pathways. Therefore, except Dorso-Ventral Axis Formation (Figure 11) which does not show any direct or indirect connection with Wnt signaling, all other five pathways enriched in our gene set are marked by biological plausibility in epileptogenesis.

**Figure 6:**
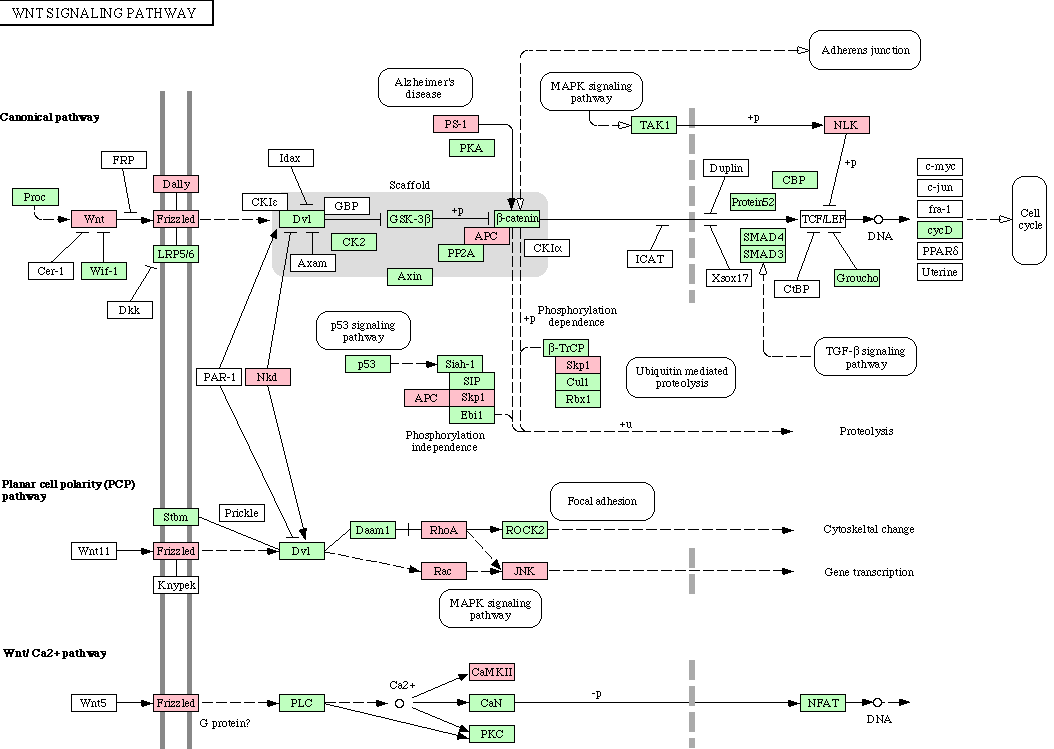
**Enrichment of Wnt signaling pathway**. Pink boxes indicate CG7583 extended network genes that overrepresent one or more GO processes. For details, see text.

**Figure 7:**
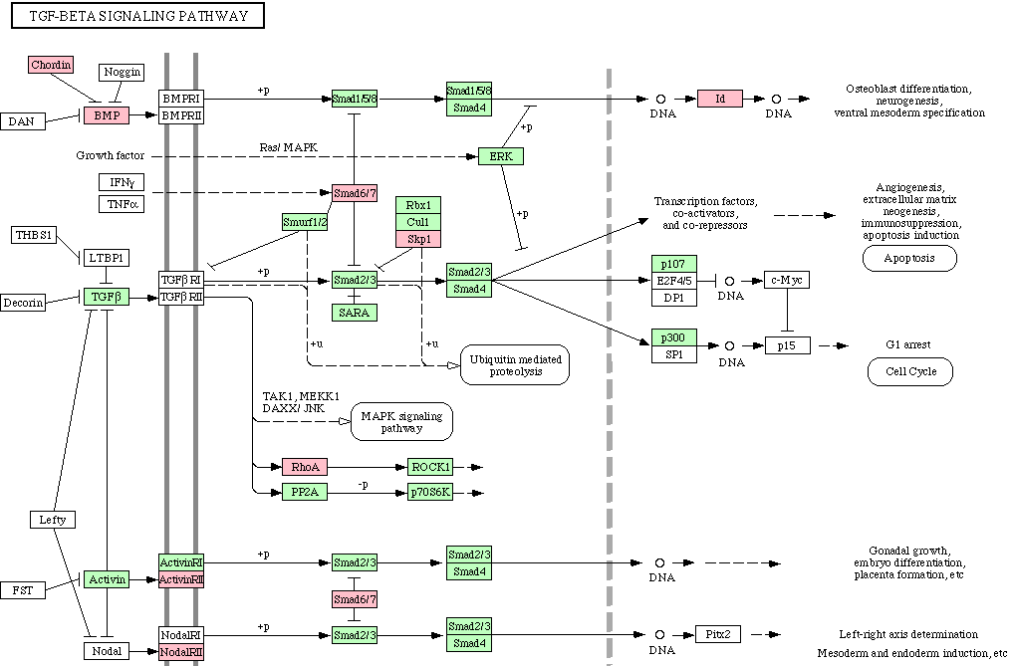
**Enrichment of TGF-beta signaling pathway**. Pink boxes indicate CG7583 extended network genes that overrepresent one or more GO processes. For details, see text.

**Figure 8:**
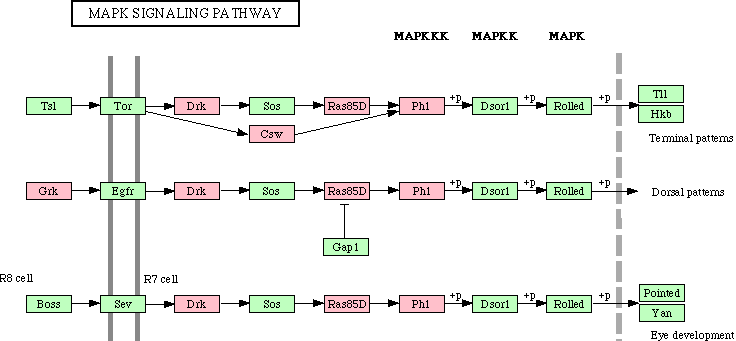
**Enrichment of MAPK signaling pathway**. Pink boxes indicate CG7583 extended network genes that overrepresent one or more GO processes. For details, see text.

**Figure 9:**
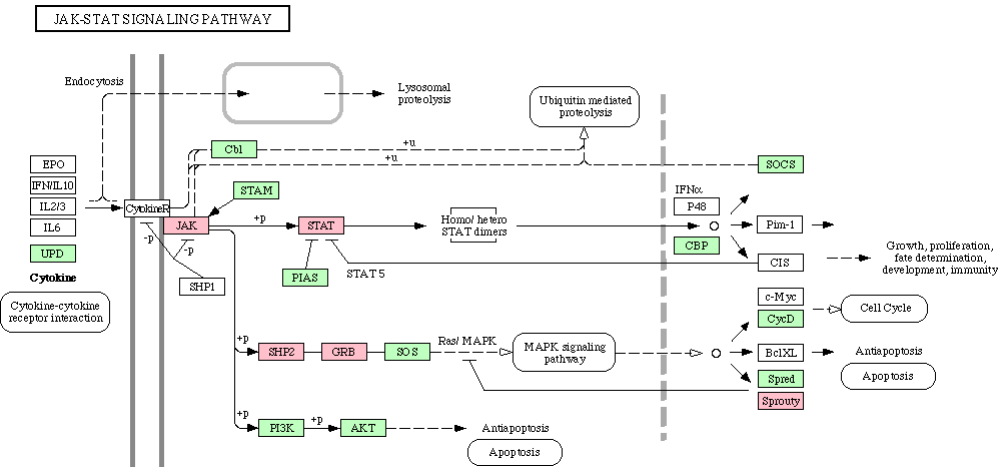
**Enrichment of Jak-STAT signaling pathway**. Pink boxes indicate CG7583 extended network genes that overrepresent one or more GO processes. For details, see text.

**Figure 10:**
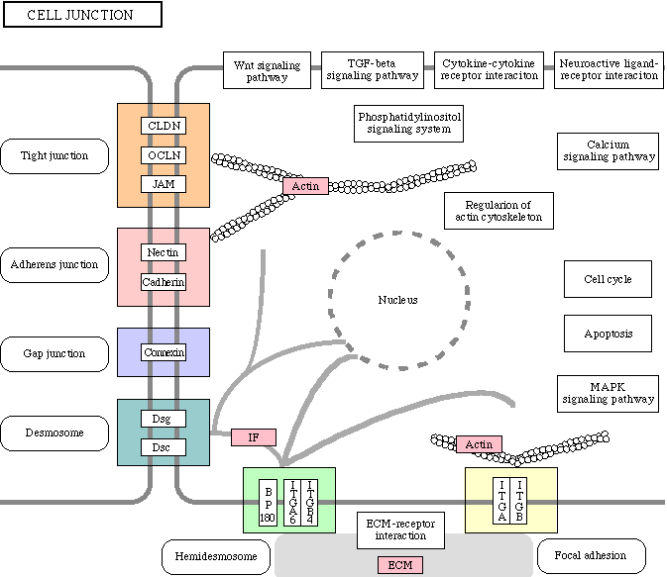
**Enrichment of Cell communication pathway**. Pink boxes indicate CG7583 extended network genes that overrepresent one or more GO processes. For details, see text.

**Figure 11:**
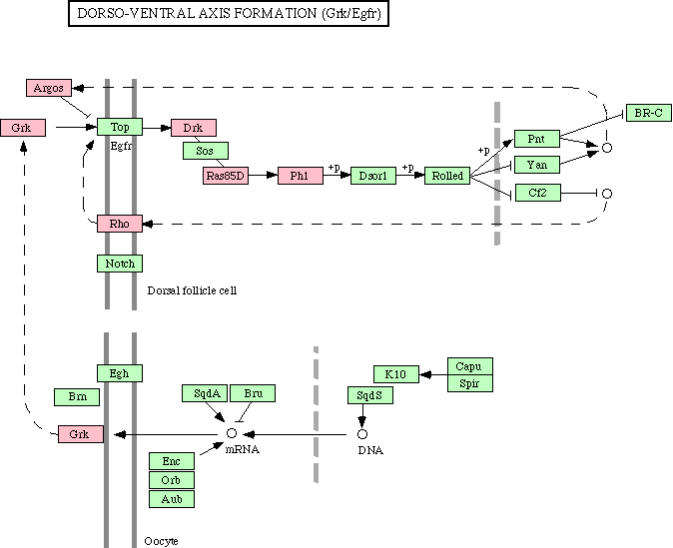
**Enrichment of Dorso-ventral axis formation pathway**. Pink boxes indicate CG7583 extended network genes that overrepresent one or more GO processes. For details, see text.

**Table 5:** Enriched pathways in CG7583 (CtBP) direct and indirect interacting partners

**CATEGORY**	**TERM**	**P_VALUE**
KEGG_PATHWAY	dme04310:Wnt signaling pathway	0.004599
KEGG_PATHWAY	dme01430:Cell Communication	0.016629
KEGG_PATHWAY	dme04630:Jak-STAT signaling pathway	0.020485
KEGG_PATHWAY	dme04350:TGF-beta signaling pathway	0.026539
KEGG_PATHWAY	dme04320:Dorso-ventral axis formation	0.026539
KEGG_PATHWAY	dme04010:MAPK signaling pathway	0.030198

Genes belonging to overrepresented GO biological processes were used for pathway enrichment analysis. *p *values are unadjusted. For details, see text.

We further examined the relevance of fly model in epilepsy and related neurological and psychiatric conditions through mining reported transcriptomic and proteomic data related to available animal models and human patients. For this, we retrieved rat, mouse and human homologs (FLIGHT, homologene; ) of above mentioned 1001 genes which were downregulated by PTZ and were part of self-interacting network (**for homolog gene lists**, see additional file 7). The homologs were then examined to find out if they overrepresent genes/proteins reportedly downregulated in transcriptomic and proteomic studies on rodent models or human epilepsy (**for gene/protein lists**, see additional file 8). Comparison with individual studies did not reveal statistically significant overlap. Since overlap was also not observed even among reported studies, we pooled down- and up-regulated genes therein separately and matched with our fly gene list. Notably, downregulated genes in fly showed significant match with reported downregulated (*p *= 0.017) but not upregulated (*p *= 0.082) genes. This direction specific overlap demonstrated that our fly model is relevant in understanding epileptogenesis.

## Conclusion

The ultimate goal of systems biology is to delineate and to comprehend the functioning of complex biological systems in such details that predictive models of human diseases could be developed [28]. However, due to immense complexity of higher organisms, systems biology approaches are currently focused on simpler organisms [29,30]. We have described here a behavioral and functional genomic model of chemoconvulsant-induced brain plasticity in *Drosophila*. Although two among five AEDs tested are effective in ameliorating locomotor alteration induced by convulsant drug, flies in our model do not exhibit seizure-like behavior. However, gene expression alterations induced by the convulsant drug show some similarity with expression alterations reported in established rodent models and epileptic patients. Together, these findings suggest that the brain plasticity involved in the fly model may be potentially relevant in understanding mechanisms underlying epileptogenesis to some extent. Chiefly, our model shows downregulation of gene expression and inhibition of neurogenesis/axonogenesis/axon guidance as system level perturbations underlying epileptogenesis-like plasticity. In terms of biochemical pathways, our analysis supports a role of Wnt signaling and other associated pathways in the pathogenesis. Besides epilepsy, AEDs are widely used in treating various neuropsychiatric disorders. Mechanisms of AEDs' long-term action in these disorders are poorly understood. Overlapping pathophysiological mechanisms may underlie epileptogenesis and other neuropsychiatric conditions. Rodent kindling induced by PTZ is a widely used model of epileptogenesis and AED testing. As our fly PTZ model is validated by AEDs, it most importantly offers a unique opportunity for deciphering the mechanisms of long-term action of AEDs that is relevant in various neuropsychiatric conditions. Due to amenability for systems level modeling, candidate gene silencing, small molecule interventions and dietary modifications, for example, can be readily used in our model for generating and testing hypotheses. In brief, the *Drosophila *systems model is expected to be valuable in identifying disease, drug target, biomarker and pharmacogenomic candidates, and in screening of potential therapeutic agents.

## Abbreviations

AED: antiepileptic drug; PTZ: pentylenetetrazole; ETH: ethosuximide; GBP: gabapentin; VGB: vigabatrin; NaVP: sodium valproate; LEV: levetiracetam; NF: normal food; DIAS: Dynamic Image Analysis System; GO: gene ontology; FDR: false discovery rate; TD: Total directionality.

## Authors' contributions

The research was conceived and planned by A.S. Experiments were performed and the data collected by F.M. and P.S., under the supervision of A.S. All authors analyzed the data. A.S. wrote the manuscript, with assistance from F.M. and P.S. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Validation of semi-manual method for measuring climbing speed by DIAS.** Methods and results (text and figure) pertaining to DIAS based validation of semi-manual climbing speed measurement. Click here for file

Additional file 2 **Effect of PTZ on horizontal locomotor activities and non-locomotor characteristics.** Figures and their description, showing effect of PTZ on locomotor activities and non-locomotor characteristics. Click here for file

Additional file 3 **Genes downregulated at 12 hrs, 2^nd ^day and 7^th ^day of PTZ treatment.** Table listing genes (CG numbers and gene symbols). Click here for file

Additional file 4 **Real time quantitative PCR validation of microarray.** Methods and results (text and figure) pertaining to validation of microarray results by RT-PCR. Click here for file

Additional file 5 **Self-interacting PTZ regulated genes in protein interactome. **Within group interacting partners of PTZ regulated genes. Click here for file

Additional file 6 **Overrepresented GO processes in sequentially interacting genes of partners of CG7583.** Table listing GO IDs, terms, levels, *p *values and genes. Click here for file

Additional file 7 **Homologs of PTZ regulated genes belonging to CG7583 extended network.** Table listing human, rat and mouse homologs of PTZ regulated genes belonging to CG7583 extended network. Click here for file

Additional file 8 **Overrepresentation of epileptogenesis genes in PTZ regulated gene set.** Table listing down- and up-regulated genes in rodent models of epileptogenesis and human epilepsy, and the matching PTZ regulated genes. Click here for file

# Supplementary material for: A Drosophila systems model of pentylenetetrazole induced locomotor plasticity responsive to antiepileptic drugs
**Source:** BMC Syst Biol. 2009 Jan 21;3:11. doi: 10.1186/1752-0509-3-11
**Supplement:** Additional file 1 — Validation of semi-manual method for measuring climbing speed by DIAS. Methods and results (text and figure) pertaining to DIAS based validation of semi-manual climbing speed measurement.

***Validation of semi-manual method for measuring climbing speed by DIAS***

Movies of flies inside treatment vials were captured in Sony DCR-VX2100-E and transferred from the camera to the inbuilt frame grabber iMovie in an Apple system (PowerMac G5) and compressed for QuickTime using iMovie settings. Movies were opened in DIAS at 25 fps (frames per second) for analysis. First of all, a scale factor was calculated for the movies using a known length. This scale factor (0.018 cm/pixel) was then applied to all the movies. Tracing method used was ‘autotrace by threshold’. Threshold value entered as 150 to eliminate all background and highlight only the object, i.e. fly. For tracing, those frames were selected in which the object traveled the longest continuous distance, i.e., without any path breakage because of jumps or rest. Appropriate entries for scale factor, frame rate and time unit were made in the ‘Edit path file header’ window and speed/directionality of each object was calculated by using ‘compute parameters’ option in DIAS.

**Figure description.** The alteration in fly speed after seven days of chronic PTZ treatment and seven days after PTZ withdrawal i.e. on 7th day and 14th day, respectively, was observed using DIAS. Flies were introduced one by one in the same glass column used for manual measurements, and the vertical climbing for a total length of 8 cm (due the limitation of recording adjustments, 30cm could not be exactly focused in the camera) was video recorded. Path-tracing and the speed calculation were done as explained above, using the ‘compute parameters’ command and frame-by- frame values were averaged to obtain a single value for each object. The difference in the speeds of the two groups compared was found to be significant (Figure given below; *n* = 16, 7th day, *n* = 9, 14th day; * indicates significant difference between NF and PTZ; *p*-value is provided over asterisk). DIAS analysis thus confirmed the difference observed using the semi-manual method. It is notable here that absolute speed between the two methods may differ because of difference in the assays. Whereas semi-manual method calculates climbing speed based on the time spent in activity (dots), DIAS analysis considered the entire traceable path, including momentary rest or jumps, and the time spent.

# Supplementary material for: A Drosophila systems model of pentylenetetrazole induced locomotor plasticity responsive to antiepileptic drugs
**Source:** BMC Syst Biol. 2009 Jan 21;3:11. doi: 10.1186/1752-0509-3-11
**Supplement:** Additional file 2 — Effect of PTZ on horizontal locomotor activities and non-locomotor characteristics. Figures and their description, showing effect of PTZ on locomotor activities and non-locomotor characteristics.

**Effect of PTZ on horizontal locomotor activities and non-locomotor characteristics.**

(**A**)

(**B**)

(**C**)

**Figure description**.Effect of PTZ onHorizontal locomotor activities.Mean + S. E. (*n* = 24) of (**A**) activity period, (**B**) distance walked, and (**C**) walking speed.

(**A**)

(**B**)

(**C**)

**Figure description**.Effect of PTZ onNon-locomotor characteristics. **(A)** Courtship behavior. A single randomly selected unmated control or treated male was first shifted to an empty vial. A single virgin female of same age, not exposed to any drug at any time, was then introduced in the vial housing the single male. Time at which the female was introduced (*ta*) was noted down. Flies were observed throughout courtship. Time at which the male successfully mounted the female (*tb*) was recorded. Courtship duration was obtained as *tb* - *ta*. No difference in courtship duration was observed. Mean + S. E.; *n* = 24, 7th day; *n* = 16, 14th day i.e., 7 days after PTZ withdrawal. (**B**) Fertility. In a vial containing NF, a single, randomly selected, unmated control (NF) or drug exposed (PTZ) male was housed along with a single virgin female, not exposed to any drug at any time, of same age. The parents were discarded after one day and the total number of F1 flies that emerged in each vial was counted as a measure of fertility of the PTZ exposed male flies. No difference in number of flies emerged was observed. Mean + S. E.; *n* = 24, 7th day; *n* = 12, 14th day, i.e., 7 days after PTZ withdrawal. (**C**) Body weight. Flies were over-anesthetized and weighed individually using an analytical balance with a readability of 0.01 mg (Sartorius, model CP225D). Precaution was taken to ensure uniformity in applying the anesthetic diethyl ether. No difference in body weight was observed on either 7th day of chronic PTZ or 14th day, i.e., 7 days after PTZ withdrawal.

# Supplementary material for: A Drosophila systems model of pentylenetetrazole induced locomotor plasticity responsive to antiepileptic drugs
**Source:** BMC Syst Biol. 2009 Jan 21;3:11. doi: 10.1186/1752-0509-3-11
**Supplement:** Additional file 4 — Real time quantitative PCR validation of microarray. Methods and results (text and figure) pertaining to validation of microarray results by RT-PCR.

**Real time quantitative PCR validation of microarray**

PCR amplification reactions were carried out in an ABI Prism 7700 sequence detection system (Applied Biosystems). RNA of each sample was reverse transcribed into cDNA using High capacity cDNA Archive kit (Applied Biosystems) following manufacturer’s recommendations. Allreactions were performed in duplicates using a total of ~50 ngof total RNA per reaction, using custom based gene expression assays, in a 384 well plate. Each assay consisted of two sequence-specific PCR primers and a TaqMan assay-FAM™ dye-labeled MGB probe. 18S rRNA was used as an endogenous control. Data was generated using software SDS 2.1 and CT values were calculated. All genes were detectable under the detection thresholds (CT<36) recommended by Applied Biosystems [Bookout *et al.,* 2003]. To compare 18S rRNA and target gene, relative quantification was performed using comparative CT method. Briefly, this comparative CT method involved averaging duplicate samples of each target and endogenous control in both calibrator (i.e. control) and treatment samples [i.e. ΔCT (absolute CT value – endogenous control CT value) and ΔΔ CT (ΔCT for each gene – ΔCT for a common reference gene)]. The fold change was calculated according to the formula 2−(∆∆CT), where ∆∆*C*T was the difference between ∆CT target and the ∆CT calibrator value. ABI gene expression assay IDs used were as follows: Dm01803245_m1 (*GRHR*, CG11325), Dm01805173_m1 (CG9238), Dm01806642_g1 (CG9619), Dm02148936_m1 (*Men*, CG10120), Dm01825396_m1 (*PhKgamma*, CG1830), Dm01846862_m1 (CG33138), Dm01834182_m1 (CG7766), Dm01842786_m1 (*Pdk*, CG8808) and Dm01804635_g1 (*Cyp28*, CG10833).

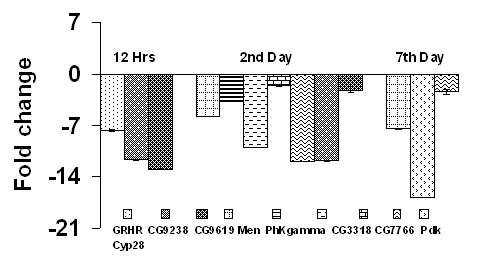

**Figure description**. Validation of microarray gene expression profiling by Real Time PCR. A total of 9 genes were selected for validation of expression profiles representing the three PTZ time-points (12 hrs, 2nd day and 7th day). Downregulation of all 9 genes in microarray was confirmed by RT-PCR.

# Supplementary material for: A Drosophila systems model of pentylenetetrazole induced locomotor plasticity responsive to antiepileptic drugs
**Source:** BMC Syst Biol. 2009 Jan 21;3:11. doi: 10.1186/1752-0509-3-11
**Supplement:** Additional file 5 — Self-interacting PTZ regulated genes in protein interactome. Within group interacting partners of PTZ regulated genes.

**Self-interacting PTZ regulated genes in protein interactome**.

CG10237 CG3018 CG1104 CG6084 CG1274 CG18397 CG10267 CG12740 CG15436 CG8787 CG12749 CG3299 CG6920 CG32112 CG4353 CG7590 CG18506 CG3779 CG8882 CG10711 CG40411 CG12784 CG10287 CG4035 CG8573 CG10293 CG10719 CG1633 CG32512 CG17521 CG10746 CG10757 CG10308 CG32638 CG17610 CG18646 CG4612 CG10318 CG3998 CG14207 CG3305 CG31826 CG11266 CG32527 CG3019 CG4602 CG7787 CG33184 CG15489 CG10908 CG1469 CG9375 CG8808 CG6654 CG11154 CG10967 CG11271 CG3954 CG5073 CG10348 CG17271 CG2060 CG32940 CG2086 CG11035 CG12363 CG17836 CG2157 CG2934 CG1107 CG10373 CG4799 CG3736 CG10377 CG33138 CG7958 CG6426 CG10379 CG31732 CG4761 CG11100 CG10664 CG11650 CG2852 CG8055 CG10395 CG13067 CG4161 CG4918 CG4211 CG6998 CG16725 CG4168 CG8556 CG4364 CG31534 CG5203 CG14806 CG13124 CG10992 CG32791 CG17941 CG5280 CG17739 CG4716 CG31120 CG2129 CG11711 CG12723 CG2830 CG31999 CG3403 CG11259 CG6363 CG5065 CG2931 CG4700 CG4059 CG2960 CG16721 CG2977 CG5670 CG8161 CG5455 CG30035 CG7103 CG10527 CG5596 CG30092 CG11325 CG30118 CG8815 CG5915 CG17228 CG1746 CG3032 CG3314 CG6656 CG5119 CG5650 CG10576 CG10578 CG11334 CG30483 CG13344 CG5605 CG7425 CG31365 CG1893 CG7034 CG3780 CG31012 CG18408 CG31052 CG10631 CG5522 CG10645 CG13476 CG1152 CG13502 CG13503 CG32796 CG1157 CG16944 CG31635 CG2678 CG4832 CG18743 CG4800 CG3851 CG9441 CG11614 CG4759 CG32820 CG4466 CG10701 CG3880 CG10710 CG14941 CG13624 CG33197 CG31973 CG15365 CG3201 CG8048 CG32043 CG13363 CG10743 CG32100 CG11242 CG17645 CG32105 CG13688 CG11739 CG3630 CG11760 CG3219 CG6707 CG11793 CG1078 CG3225 CG32264 CG32276 CG10798 CG1681 CG4553 CG4798 CG18542 CG5735 CG16983 CG11958 CG32594 CG3139 CG32443 CG3263 CG13830 CG4354 CG6494 CG12018 CG11937 CG32498 CG13777 CG12075 CG1945 CG32772 CG9045 CG1004 CG11502 CG32810 CG1088 CG17332 CG13906 CG3830 CG5064 CG8544 CG7757 CG16747 CG12142 CG6383 CG32171 CG3301 CG11148 CG1091 CG32717 CG14026 CG11111 CG6571 CG33113 CG12206 CG12217 CG33130 CG15676 CG12223 CG1594 CG10922 CG5055 CG33129 CG1799 CG3340 CG2248 CG2534 CG14025 CG1167 CG3713 CG2210 CG12372 CG7776 CG3501 CG10971 CG3504 CG14073 CG1560 CG18135 CG3644 CG9273 CG10988 CG7734 CG11486 CG3497 CG8127 CG3529 CG6474 CG3757 CG7503 CG31666 CG3850 CG11064 CG3612 CG11079 CG7437 CG11081 CG14206 CG15293 CG3696 CG14217 CG4894 CG11094 CG2647 CG5708 CG8376 CG31224 CG6575 CG10895 CG4005 CG4073 CG3995 CG8092 CG9173 CG18402 CG14302 CG4443 CG18292 CG10966 CG1116 CG31919 CG7951 CG13029 CG4122 CG32626 CG4609 CG15209 CG11173 CG6416 CG13095 CG13041 CG11180 CG11181 CG3241 CG4264 CG4586 CG32346 CG4302 CG11190 CG4889 CG13176 CG4347 CG4260 CG15444 CG5482 CG2608 CG18090 CG2096 CG31811 CG11218 CG13705 CG4533 CG7643 CG11247 CG2712 CG14548 CG6376 CG15845 CG18001 CG4695 CG4696 CG4729 CG32016 CG4756 CG10117 CG4764 CG4771 CG11299 CG17244 CG5478 CG13585 CG8455 CG17216 CG9908 CG7614 CG18497 CG14685 CG11290 CG14648 CG8580 CG2972 CG32672 CG10697 CG5194 CG5537 CG5215 CG17161 CG5216 CG2774 CG4494 CG4843 CG8446 CG11390 CG14938 CG31762 CG11419 CG1659 CG3014 CG7850 CG9042 CG14290 CG8884 CG6467 CG14904 CG7834 CG5720 CG5726 CG2009 CG4591 CG6987 CG1793 CG11523 CG11526 CG9212 CG14994 CG14995 CG12348 CG7123 CG15006 CG4966 CG9224 CG11561 CG6058 CG8417 CG8129 CG3654 CG15102 CG4712 CG6567 CG7102 CG11678 CG9007 CG15295 CG4334 CG15012 CG11723 CG11727 CG6359 CG7185 CG3249 CG17018 CG2845 CG7945 CG8710 CG1511 CG7231 CG7324 CG15435 CG1660 CG17985 CG30122 CG9553 CG4898 CG11798 CG15261 CG15509 CG15525 CG7904 CG11844 CG7997 CG1646 CG11870 CG13349 CG8104 CG6808 CG15580 CG6315 CG7010 CG2257 CG4376 CG7892 CG6030 CG9291 CG32698 CG11888 CG14472 CG3325 CG4845 CG3217 CG9401 CG2213 CG6946 CG9266 CG17945 CG11907 CG15812 CG10023 CG15862 CG32542 CG4963 CG11981 CG5674 CG15889 CG10033 CG16765 CG32130 CG14887 CG1600 CG7001 CG16901 CG12016 CG31764 CG16960 CG10068 CG1630 CG12020 CG11661 CG18069 CG9159 CG12992 CG1643 CG12052 CG12054 CG12404 CG4145 CG12085 CG17168 CG12106 CG10851 CG17298 CG1677 CG33106 CG6394 CG16784 CG17420 CG2048 CG10849 CG6838 CG10192 CG14996 CG18102 CG4314 CG7913 CG3917 CG6554 CG10231 CG6459 CG12437 CG17041 CG18619 CG32156 CG8472 CG13623 CG4877 CG1884 CG2233 CG17046 CG4148 CG7765 CG15141 CG9638 CG4057 CG2207 CG10295 CG12289 CG30011 CG11876 CG31140 CG2204 CG32809 CG10045 CG4922 CG13389 CG8495 CG5683 CG1028 CG3525 CG12333 CG7583 CG18531 CG1417 CG18559 CG1007 CG17256 CG3937 CG10326 CG11138 CG3725 CG17273 CG12366 CG5680 CG12369 CG7662 CG12377 CG5214 CG1897 CG5546 CG7434 CG5325 CG10103 CG2189 CG5654 CG4394 CG10108 CG4893 CG12393 CG13030 CG17870 CG1856 CG1921 CG31163 CG9075 CG10118 CG10126 CG10371 CG11804 CG12428 CG17136 CG5907 CG11799 CG8416 CG17533 CG2342 CG31175 CG17540 CG2219 CG40127 CG30492 CG2811 CG1765 CG9193 CG4294 CG17697 CG1249 CG17520 CG1772 CG2099 CG17737 CG10536 CG12081 CG13741 CG10176 CG17360 CG2985 CG1056 CG10198 CG10594 CG5499 CG13405 CG15669 CG17903 CG10207 CG10596 CG13907 CG17950 CG15771 CG10600 CG3376 CG10620 CG10624 CG16884 CG1553 CG4769 CG12175 CG13423 CG5675 CG10640 CG2865 CG1065 CG14041 CG10233 CG4717 CG12676

CG3018 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0

CG9588 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0

CG8103 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0

CG31361 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0

CG5884 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0

CG1244 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0

CG1104 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0

CG4261 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0

CG9306 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0

CG10267 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0

CG15436 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0

CG8787 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0

CG7146 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0

CG3299 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0

CG3751 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0

CG4353 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0

CG7590 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0

CG3779 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0

CG8882 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0

CG9916 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0

CG12131 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0

CG4035 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0

CG8573 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0

CG6486 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 1 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0 0

How the deposited data were processed for this re-analysis (not part of the article)

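RNA of fly heads was compared between normal food and PTZ on 12 two-dye cDNA arrays, 4 each at 12 hrs, on the 2nd day and on the 7th day of PTZ. The methods and the legend of Fig. 4 call the replicates biological. The authors scanned the arrays with GenePix and deposited log2 ratios that had been normalized by ratio in Acuity, with spots filtered on intensity, saturation, flags and signal over background. The scale of these values is log2 by their range, their centre is that of the authors' normalization, and their direction on the swapped arrays remains unknown. The medians of the 12 columns over spots were 0.162, -0.003, -0.091, -0.006, -0.141, -0.202, -0.002, -0.036, 0.036, 0.133, -0.047, -0.642 in the order of time points and replicates. All 12 columns of values were mapped to samples.

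From the deposited log2 ratios, the 2 adjacent spots of a probe were averaged into 1 feature, and features with a value on at least 3 of 4 arrays were tested. The test was limma (version 3.58.1, in R 4.3.3) on the mean of each time point, 2-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. SAM was written out after its one-class form with all 16 sign flips. Time points were compared in 1 fit over the 12 arrays. Gene lists were tested with cameraPR on the moderated statistics of gene-averaged values, with a preset correlation of 0.01 and with an estimated one, adjusted over the lists of a time point. Overlaps were tested with Fisher's exact test and array medians with an exact sign-flip permutation test.

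The rule for the direction was fixed before the data were examined, as were the lists, the named genes and the main alternatives. The rule compares how strongly the difference and the sum of forward and swapped arrays repeat between time points, and settles the direction only if their mean correlations differ by more than 0.1. They were 0.221 and 0.131, a difference of 0.090, so that the direction stayed open and the swapped arrays were turned. The rule named neither the coefficient nor the handling of missing values. Pearson's r and Spearman's rho, over features with both arrays of each orientation, were computed together with the counts of both readings. Pearson's r was chosen after these were seen. Spearman's rho on the same features gave a difference of 0.102, just over the limit, which would have made the deposited values the main reading, and with 1 array of each orientation the differences were 0.00259 and 0.00773. All of these differences of mean correlations leaned towards the deposited reading, but the pairs of time points did not lean alike. Between 12 hrs and the 2nd day the sum repeated more strongly in each setting. With Pearson's r over features with both arrays of each orientation it had 0.297, against 0.246 for the difference. Between 12 hrs and the 7th day the difference had 0.245 there, against -0.041 for the sum. Counts, gene lists and named genes are therefore given in both readings, while single features of a contrast between time points and many of the alternatives are given in 1.

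Of 27648 spots, 15116 had 1 gene symbol in the array's annotation, 102 had several and 12430 had none here. Of 7558 features with 1 symbol, 7447 were matched by gene ID to current symbols of the Release 6 assembly, and no coordinates are given. Named genes are every gene the paper names, at each time point up to 10 genes per direction past the threshold with the largest mean among those with 1 sign on all arrays, where none passed the 3 with the smallest p, and up to 4 members per list. A list's symbol was matched to the current symbol, or to a synonym that belongs to 1 gene of the assembly and is no gene's current symbol. This limit on synonyms was set after the values were seen, because matching by any synonym had placed other genes in the lists, such as the tetraspanin gene Tsp42Ej in that of oxidative phosphorylation. It removed 14 members from 11 lists, some of which, such as inaF-D, may belong there. A named gene with several features is given by the feature measured on most arrays. Of the study's 2nd day list 1995 of 2439 entries are held, and it was not tested.

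The steps were tested on simulated data in which 200 features were changed, without shifts of whole arrays. At a log2 ratio of 1 and with the swapped arrays turned, 89% of them were recovered among the 4642 features of 12 hrs, 83.5% among the 5279 of the 2nd day and 0% among the 4316 of the 7th day. As deposited the shares were 81%, 90% and 12.5%. At a log2 ratio of 0.5 they were 18%, 0% and 0% turned, and 0%, 16.5% and 0% as deposited. Alternatives were the other reading, centring and scaling of arrays, a dye coefficient, a fit over all arrays, other minimum numbers of arrays, averaging per gene, list matching by any synonym, SAM, the study's false discovery rates, an unmoderated test, forward arrays only, a replicate block and leaving out each array.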

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

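Both tests of the array medians, the test by distance between features and the splits of the deposited reading were chosen after the result was seen. At 12 hrs the value of CtBP on replicate 4 stood apart from the other arrays, at 0.45 with the swapped arrays turned against -0.36 to -0.23 on the others. It was 1 of 69 groups of 4 arrays examined for a lone value, where about 3.45 are expected by chance.

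Between the 7th and 2nd day, 1 feature differed with the swapped arrays turned. Of 35 splits of these 8 arrays 4 gave as many, and the highest other split gave 301, so chance cannot be excluded, and a split with many more features points to a structure of the arrays other than time in that reading. As deposited 1 feature differed, only the real split, 1 of 35, gave as many and the highest other gave 0. This count rests on 1 feature, in 1 of 6 combinations of contrast and reading that were split, and at an unadjusted p under 0.05 10 of 35 splits gave as many, so chance is not excluded here either. Between the 7th day and 12 hrs 5 differed as deposited, 2 of 35 splits gave as many and the highest other gave 39, so chance cannot be excluded. Turned, 0 differed in limma there and between the 2nd day and 12 hrs (60 and 207 at an unadjusted p under 0.05), so that all 35 of 35 splits gave as many, with highest others of 0 and 2, and these counts say nothing about chance. In the turned contrast of the 7th and 2nd day 50 features differed without replicate 1 of the 7th day, and 0 without any 1 of the other arrays except replicate 3 of the 2nd day.

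With the ratios as deposited, lower features outnumber higher ones. The share of lower features was 47.1% on the 2nd day and 55.1% on the 7th day after centring each array on its median, and 57.2% and 77.7% after subtracting the median of the neighbours on the array. Both steps bring the array medians close to 0 whatever moved them, so shares near an even balance favour neither the position of the medians nor place on the array. The 77.7% of the 7th day has a 95% exact binomial interval of 72.6% to 82.3%, with features taken as independent, too wide to exclude place on the array by the bound set for it. Position of the medians, place on the array and a lower level of many transcripts under PTZ, which is untested, cannot be told apart.

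Features next to each other in the deposited order have like log2 ratios, with a mean Spearman correlation of 0.417 over 12 arrays and 0.00848 after shuffling. Neighbours with different gene symbols kept 106% of it, which argues against features of 1 gene standing together. The mean correlation at 12 features was above that at 6 by 0.0212, on 9 of 12 arrays, so the place of the spot on the array may contribute. No biological explanation was tested.

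Of the 29 features called on the 7th day as deposited, 5 passed without replicate 4, whose median lay at -0.649, so this array could carry many of the calls. Without replicate 1 only 6 of them passed and without replicate 3 only 9, against 28 without replicate 2. Replicate 2 measured 3088 features and had no value for most of the called features named here, apolpp, CG6357 and Taldo among them. Leaving it out removed nothing from those, while leaving out another array cost them a value. These counts therefore cannot show which array carries the calls. A change on the 7th day itself stays open as an untested biological explanation.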

How the results depend on the processing

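Settings that left out an array of the deposited reading, combined that reading with another choice, used single spots, the neighbours of a feature or an unadjusted p for the overlap, changed the coefficient of the direction rule or matched lists by any synonym were chosen after seeing the data. With Spearman's rho in place of Pearson's r the direction rule gave 0.102, past its limit of 0.1, which would have made the deposited values the main reading. The count of changed features, 0 at each time point with the swapped arrays turned, was 1 on the 2nd day and 29 on the 7th day as deposited. SAM gave 1218, 702 and 3 features turned, and 1, 2386 and 1011 as deposited. As deposited at the study's false discovery rates limma gave 58 on the 2nd day and 89 on the 7th day. The plain one-sample test at an unadjusted p under 0.05 gave 590, 344 and 149. The forward arrays gave 107 at 12 hrs and 2022 on the 2nd day, a dye coefficient gave 976 on the 2nd day, a common dye coefficient over 12 arrays gave 1 at 12 hrs, and single spots gave 5 on the 7th day. Leaving out each replicate gave 0 to 61 at 12 hrs, 0 to 65 on the 2nd day and 0 to 31 on the 7th day. As deposited, leaving out array 3 or 4 gave 7 or 9 at 12 hrs, leaving out array 1, 3 or 4 gave 3, 3 or 114 on the 2nd day, and leaving out arrays 1 to 4 in turn gave 6, 93, 10 and 7 on the 7th day. The cause was not tested for any of these.

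The median log2 ratio of the 7th day was -0.13 as deposited against 0.16 turned. Between the 7th and 2nd day, where 1 feature differed, 0 did with the replicate block and 0 in the 8 arrays of these times, and 0 to 50 when each array was left out (50 without replicate 1 of the 7th day). Between the 7th day and 12 hrs, where 0 differed turned in limma (60 at an unadjusted p under 0.05), 0 to 2 did when each array was left out of the turned values, and 5 differed as deposited, where no array was left out. Of 12 pairs of arrays with the same replicate number 5 correlated above 0.1, with a median of 0.082 against -0.012 for the other pairs. Arrays with the same number also share the dye orientation, so this cannot show whether the numbers pair the samples. The replicate block, not fitted as deposited, changed no other count of the turned contrasts. The overlap of 12 hrs and the 2nd day was 55 features at an unadjusted p under 0.05 turned and 33 as deposited, and that of the 2nd and 7th day 3 and 90, and 14 as deposited at the study's false discovery rates.

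The 1 gene list that passed at 12 hrs became 0 with an estimated correlation, 0 as deposited, 3 when lists were matched by any synonym (0 as deposited), 0 as deposited with an estimated correlation, 2 after subtracting the neighbours' median and 0 to 3 when each replicate was left out. With an estimated correlation as well, 2 of the lists matched by any synonym passed at 12 hrs and 2 on the 2nd day. The 4 of the 2nd day were 4 matched by any synonym (0 as deposited), 0 with an estimated correlation, 2 with centred arrays, 0 as deposited, 0 as deposited with an estimated correlation, 0 after subtracting the neighbours' median and 0 to 1 when each replicate was left out. On the 7th day 0 lists passed cameraPR turned, 3 as deposited, 3 as deposited matched by any synonym, and 0 to 3 when each replicate was left out. As deposited the 7th day values of named genes changed sign to -1.32 for mRpS34, -1.21 for apolpp, -1.14 for CG6357, -1.10 for Jhbp13, -1.01 for CG16926, -0.95 for CG44014, -0.93 for CG6983, -0.92 for Taldo, -0.92 for CG3036, -0.92 for CG10019, -1.05 for the other feature of apolpp (RfaBp) and 0.96 for Obp99d. Of 88 values of named genes 42 changed sign as deposited, 13 with centred arrays and 8 with a dye coefficient, and of these values, none of which passed turned, 12, 0 and 17 passed limma. Some of these genes were named because they passed or had the smallest p in 1 reading. The counts of sign changes and passes therefore follow in part from that choice. The dye coefficient was fitted only to turned values. A fit over all arrays passed 0 of the 88 values, and leaving out each replicate 21 of 352. Signal over background is not analysed here beyond the authors' spot filters.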

Differences from the paper's values

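The paper reports 23, 2439 and 265 lower genes at 12 hrs, on the 2nd day and on the 7th day, from SAM at its own false discovery rates. With the swapped arrays turned, limma at an adjusted p under 0.05, a different threshold, gave 0, 0 and 0 lower features (173, 396 and 19 at an unadjusted p under 0.05), and SAM at the paper's rates gave 0, 701 and 3. Of the alternatives set before the data were examined, leaving out replicate 3 came within 1.5 times of the paper's count at 12 hrs, with 19 lower features, and the forward arrays alone did on the 2nd day, with 1653, although the paper reports no higher genes and these settings gave 42 and 369 higher features. The other alternatives set then did not at those times, and none of them did on the 7th day. An alternative chosen after seeing the values, SAM on the ratios as deposited, gave 2386 lower features on the 2nd day, within the same factor, and dropped 225 of the 1359 features of the part of the paper's list held here. The same setting gave 1011 on the 7th day and 1 at 12 hrs, outside it.

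The paper states that no gene was higher. Turned, SAM called 1218 higher features at 12 hrs, and as deposited it called 0. The paper gives the genes of its 7th day list as lower. Of their 168 features 39 had a negative mean turned and 167 as deposited. The paper gives CG9238 as lower at 12 hrs and Cyp28 as lower on the 7th day, where the turned means were 0.07 and 0.02 and those as deposited -0.39 and -0.59. The paper gives CG7145, Gdh, Gad1 and Gs2 as lower on the 7th day. Their turned means were 0.09, 0.21, 0.11 and 0.27, and as deposited they were -0.65, -0.41, -0.85 and -0.55. Among the network genes that the paper lists at 12 hrs, RfaBp was at 0.33 and CG9448 at 0.29 turned, and at -0.46 and -0.48 as deposited. Cnx99A, another of them, was at 0.02 turned and 0.04 as deposited.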

Other observations

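Genes of synaptic vesicle release held 3 members of 8 that were higher at 12 hrs when adjusted over the list alone with the swapped arrays turned, nwk at 0.35 ± 0.13 (SD, n = 4), alphaSnap at 0.36 ± 0.17 (n = 4) and nSyb at 0.38 ± 0.19 (n = 3), with 0 over all genes in limma and an adjusted p = 0.231 for the list from cameraPR. As deposited they were at 0.02 ± 0.43, -0.10 ± 0.44 and -0.22 ± 0.42, and 0 members of the list were higher when adjusted over the list alone.

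Cytochrome P450 genes held 3 members of 30 that were lower on the 2nd day as deposited when adjusted over the list alone, Cyp4d8 at -0.44 ± 0.20 (SD, n = 4), Cyp313a1 at -0.51 ± 0.30 (n = 4) and Cyp4d2 at -0.49 ± 0.31 (n = 4), with an adjusted p = 0.450 for the list from cameraPR, and 0 turned, where they were at -0.17 ± 0.51, -0.14 ± 0.64 and -0.14 ± 0.63. The glutamate-gated chloride channel gene GluClalpha, at -0.55 ± 0.26 (n = 4) (-0.21 ± 0.64 turned), was the 1 of 8 transmitter receptor and transporter genes lower in that way, with an adjusted p = 0.366 for the list. On the 7th day the glutathione S-transferase gene GstD1 was at -0.61 ± 0.47 (n = 4) as deposited and at 0.29 ± 0.78 turned, in the deposited reading lower when adjusted over its list alone, with an adjusted p = 0.949 for the list.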
